# An in-cluster Sfp-type phosphopantetheinyl transferase instead of the *holo*-ACP synthase activates the granaticin biosynthesis under natural physiological conditions

**DOI:** 10.3389/fchem.2022.1112362

**Published:** 2022-12-22

**Authors:** Ming-Rong Deng, Sin Yu Chik, Yan Li, Honghui Zhu

**Keywords:** phosphopantetheinyl transferase, granaticin, type II polyketide synthase, *gra-orf32*, acyl carrier protein, crosstalk, *Streptomyces vietnamensis*

## Abstract

Bacterial aromatic polyketides are mainly biosynthesized by type II polyketide synthases (PKSs). The PKSs cannot be functional unless their acyl carrier proteins (ACPs) are phosphopantetheinylated by phosphopantetheinyl transferases (PPTases). Gra-ORF32 was identified as an in-cluster PPTase dedicated for granaticin biosynthesis in *Streptomyces vietnamensis* and the Arg- and Pro-rich N terminus was found to be crucial for catalytic activity. Overexpression of the encoding genes of the *holo*-ACP synthases of fatty acid synthases (FAS ACPSs) of both *E. coli* and *S. vietnamensis* could efficiently activate the production of granaticins in the Δ*gra-orf32* mutant, suggesting the ACP of granaticin (graACP) is an efficient substrate for FAS ACPSs. However, Gra-ORF32, the cognate PPTase of the graACP, could not compensate the conditional deficiency of ACPS in *E. coli* HT253, indicating that it has evolved to be functionally segregated from fatty acid biosynthesis. Nine out of eleven endogenous and all the tested exogenous non-cognate PPTases could activate the production of granaticins to varied extents when overexpressed in the Δ*gra-orf32* mutant, indicating that ACPs of type II PKSs could also be widely recognized as effective substrates by the Sfp-type PPTases. The exogenous PPTases of type II PKSs activated the production of granaticins with much higher efficiency, suggesting that the phylogenetically distant in-cluster PPTases of type II PKSs could share substrate preferences for the ACPs of type II PKSs. A significantly elevated production of granaticins was observed when the mutant Δ*gra-orf32* was cultivated on ISP2 plates, which was a consequence of crosstalk between the granaticin pathway and a kinamycin-like pathway as revealed by transcriptome analysis and pathway inactivations. Although the host FAS ACPS could efficiently activate the production of granaticins when overexpressed, only Gra-ORF32 activated the efficient production of granaticins under natural physiological conditions, indicating that the activity of the host FAS ACPS was strictly regulated, possibly by binding the FAS *holo*-ACP product with high affinity. Our findings would contribute to a more comprehensive understanding of how the ACPs of type II PKSs are activated and facilitate the future functional reconstitutions of type II PKSs in *E. coli*.

## Introduction

Bacterial aromatic polyketides are a class of natural products with diverse bioactivities and chemical structures, some of which have been developed as front-line antibiotics and anticancer drugs, making them very important in the pharmaceutical industry and the clinics (Katz and Baltz, 2016). This category of natural products is mainly biosynthesized by the type II polyketide synthases (PKSs). A *β*-ketoacyl synthase (KS), a chain length factor and an acyl carrier protein (ACP) constitute the so-called iterative minimal PKS that is responsible for synthesis of linear polyketide chains with varied length (Hopwood, 1997). The ACP is inactive unless it undergoes a post-translational modification process, in which phosphopantetheinyl transferases (PPTases) catalyze the transfer of 4′-phosphopantetheine (PPant) arms from coenzyme A (CoA) to conserved serine residues of *apo*-ACP through phosphoester bonds. The resulting active *holo*-ACPs covalently yet transiently tether the substrates and the growing polyketide chains on the “prosthetic” PPant arms, assisting the KSs as hubs to catalyze the programmed elongations of polyketide chains (Lambalot et al., 1996; Beld et al., 2014).

Based on sequences, structures, and their target-elongating synthases, the PPTase superfamily has been classified into three families: the the *holo*-ACP synthases (ACPSs), the Sfp-type PPTases and the type I integrated PPTases (Lambalot et al., 1996; Beld et al., 2014). The first two families are discrete PPTases, usually activating carrier proteins of type II fatty acid synthases (FASs) and biosynthetic synthases of secondary metabolism, respectively. The third family of PPTases are translationally incorporated as a catalytic domain at the C terminus of type I FASs or some biosynthetic megasynthases of secondary metabolism (Beld et al., 2014). In contrast to extensive studies on the PPTases involved in activation of the carrier proteins of type I PKS and non-ribosomal peptide synthetase (NRPS) pathways (Quadri et al., 1998; Sánchez et al., 2001; Volokhan et al., 2005; Jiang et al., 2013; Tufar et al., 2014; Wang et al., 2016; Kim et al., 2018), PPTases that activate ACPs of type II PKS pathways have been less investigated. Early studies showed that the *Escherichia coli* ACPS could install PPant arms to *apo*-ACPs from several type II polyketide pathways *in vitro*, including the ACP of granaticin (graACP), and these enzymatically synthesized *holo*-ACPs could functionally work with KS to produce the same aromatic polyketides as those from the natural minimal PKS *in vivo* (Carreras et al., 1997; Gehring et al., 1997). Co-expression of the ACPS gene of the fatty acid synthase (FAS ACPS) of *E. coli* with the ACP genes of actinorhodin and griseusin in *E. coli* leading to high levels of production of active *holo*-ACPs was also reported (Cox et al., 1997), suggesting that FAS ACPSs possess remarkable substrate promiscuity towards ACPs of type II PKS pathways. Another fact is that the model type II polyketide cluster of actinorhodin and many other clusters of aromatic polyketides lack apparent cluster-situated PPTase genes. Thus, the perspective that ACPs of type II PKSs are usually activated by the hosts’ own FAS ACPSs has been widely acknowledged (Kim et al., 2018).

However, a number of identified type II PKS gene clusters have been found to contain a putative Sfp-type PPTase gene, such as granaticin, medermycin, jadomycin, oviedomycin, griseorhodin and landomycin (Figures 1A,B) (Ichinose et al., 1998; Westrich et al., 1999; Wang et al., 2001; Li and Piel, 2002; Ichinose et al., 2003; Lombó et al., 2004). ACPS-type PPTase genes were also found in some type II PKS gene clusters, with FdmW being the first characterized in-cluster ACPS-type PPTase in the fredericamycin biosynthesis (Huang et al., 2006). Inactivation of the PPTase genes *jadM* and *fdmW* led to major decreases (over 93%) in jadomycin and fredericamycin productions, respectively, suggesting that ACPs from these pathways cannot be activated efficiently *in vivo* by the hosts’ FAS ACPSs (Wang et al., 2001; Huang et al., 2006). Moreover, the ACP of xanthomonadin which is biosynthesized by a type II PKS (Cao et al., 2018) was very recently found to be activated by a Sfp-type PPTase whose encoding gene stands outside of the biosynthetic cluster in *Xanthomonas campestris* pv. *campestris* (Chen et al., 2022). These findings blurred our understanding of how ACPs of type II PKSs are activated. Therefore, more investigations are required for a more comprehensive and in-depth understanding on the activation mechanisms of ACPs of type II PKS pathways.

**FIGURE 1:**
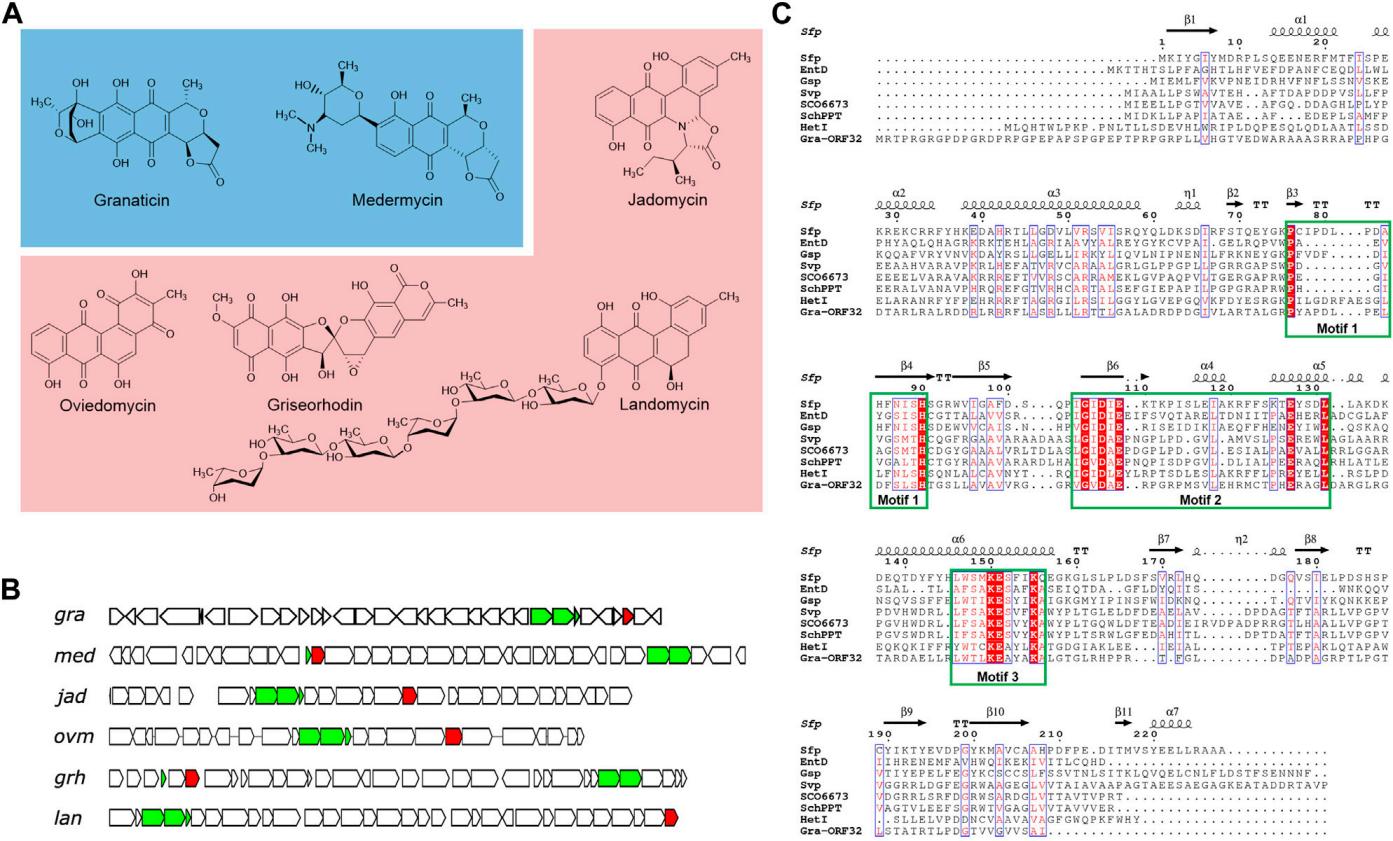
Selected type II polyketides and their biosynthetic gene clusters harboring an in-cluster phosphopantetheinyl transferase (PPTase) gene. **(A)** Representative type II polyketides. Pyranonaphthoquinone members are colored in blue background and angular polyketides in pink. **(B)** Organizations of the biosynthetic gene clusters of the selected type II polyketides, highlighting the minimal PKS and the PPTase genes. The minimal PKS genes are colored in green and the PPTase genes in red. **(C)** Sequence alignment of Gra-ORF32 with Sfp and other Sfp-type PPTases. The surfactin PPTase Sfp is from *Bacillus subtilis* (CAA44858.1) and its crystal structure (PDB: 1QR0) was used to generate the ESPript output picture. Other PPTases, *E. coli* EntD (NP_415115.2), *Brevibacillus brevis* Gsp (CAA53988.1), *S. verticillus* ATCC15003 Svp (AAG43513.1), *S. coelicolor* A3 (2) SCO6673 (WP_011031096.1), *S. chattanoogensis* L10 SchPPT (AFF18625.1) and *Nostoc* sp. PCC 7120 HetI (AAA22003), were included in this alignment. The three conserved motifs, P(x)n (S/T)H(S/C), (V/I)G (V/I)D (L/I/V)E(x)nE and (S/T/C)xKE (S/A)hhK (A/Q) are shown in the square green box.

The biosynthetic gene cluster of granaticin (*gra*) was first identified more than 2 decades ago, and the *gra-orf32* gene was initially annotated with unknown function (Ichinose et al., 1998). The second *gra* cluster was reported by our lab in *Streptomyces vietnamensis* GIMV4.0001 (Deng et al., 2011a). With genomic sequencing of GIMV4.0001, this *gra-orf32* gene was recognized as a putative PPTase-encoding gene (Deng et al., 2015). The facts that the graACP is efficiently activated by *E. coli* FAS ACPS *in vitro* (Gehring et al., 1997), and the *gra* cluster harbors a putative PPTase gene prompted us to carry out a more detailed investigation on it. The results present here might be helpful for better understanding the activation of ACPs of type II PKS pathways.

## Materials and methods

### Strains, plasmids, biochemicals and general procedures

Strains and plasmids constructed by or used in this study were listed in Supplementary Table S1. Polymerase chain reaction (PCR) primers were ordered from and synthesized by Azenta China, and listed in Supplementary Table S2. *E. coli* NEB Turbo and ET12567/pUZ8002 (MacNeil et al., 1992) were used for general cloning and intergeneric conjugation, respectively. *E. coli* HT253 (Takiff et al., 1992) was used to evaluate possible functional complementation of the *E. coli* FAS ACPS. *S. vietnamensis* GIMV4.0001 (Zhu et al., 2007) is a wild-type granaticin producer. The plasmid pKC1139 (Bierman et al., 1992) was used for in-frame deletion of *gra-orf32*. Other disruption mutants were made based on the pYH7 plasmid instead (Sun et al., 2006). An integrative plasmid pSETAT-KasOp*, a gift from Prof. Keqiang Fan, was used for the gene complementation and overexpression purposes. pSETAT-KasOp* is derived from pSET-KasOp* (Pan et al., 2017) with ampicillin and thiostrepton resistances in *E*. *coli* and *Streptomyces*, respectively. Phanta Max Super-Fidelity DNA polymerase, ClonExpress MultiS One Step Cloning Kit, gel extraction and plasmid preparation Kits were products of Vazyme Biotech Co., Ltd., China. The experiments were performed according to the manufacturer’s procedures. Other common biochemicals and medium components were purchased from routine commercial sources. Gene synthesis and DNA sequencing were performed by Azenta China. *E. coli* strains containing plasmids were cultured in LB medium at 37°C with 200 rpm agitation, supplemented with appropriate antibiotics as required. *Streptomyces* strains were grown at 30 °C on ISP2 agar medium for sporulation or in liquid TSB for growth of mycelium. The liquid YEME medium (0.3% yeast extract, 0.5% tryptone, 0.3% malt extract, 1% glucose, 5 mM MgCl_2_) was used for isolation of genomic DNA and total RNA and granaticin production. Gauze’s synthetic medium No.1, ISP2 and MS were also used for parallel analysis or other purposes when necessarily. *E. coli*-*Streptomyces* conjugations were performed on either ISP4 or MS agar plates.

### Bioinformatic analyses

The sequence alignment of Sfp-type PPTases was performed by using the online MultAlin program (Corpet, 1988), and the final output was processed by ESPript 3.0 (Robert and Gouet, 2014) using the crystal structure of Sfp (PDB: 1QR0) (Reuter et al., 1999) for secondary structure depiction. Minimum evolution phylogenetic tree was generated by the Mega11 program (Tamura et al., 2021). The EFI - ENZYME SIMILARITY TOOL (EFI-EST) and the EFI - GENOME NEIGHBORHOOD TOOL (EFI-GNT) (Zallot et al., 2019) were used for search of type II PKSs with Sfp-type PPTase genes. To do this, the sequence of Gra-orf32 was used as the query sequence to BLAST the Uniprot database with the EFI-EST. The BLAST query e-value and the maximum number of sequences retrieved were set as default. The retrieved sequence similarity network (SSN) file was then submitted to the EFI-GNT. The neighbourhood size was set as 15.

### In-frame deletion in *S. vietnamensis*

According to the organization of the *gra* cluster (Deng et al., 2011a), the putative PPTase gene *gra-orf32* and the cyclase gene *gra-orf33* are co-transcribed since the non-coding sequence between these two genes is too short to harbour a typical promoter. To avoid the potential polar effects on downstream genes, an in-frame deletion of *gra-orf32* was desired. Two 1.8-kb DNA fragments flanking the *gra-orf32* gene were amplified and ligated into the linear vector pKC1139 digested with *Hin*dIII and *Eco*RI, affording the disruption plasmid pKC-Δgra-orf32. All the constructed plasmids are confirmed by DNA sequencing to ensure that no mutation was introduced during the manipulation process. The disruption plasmid pKC-Δgra-orf32 was then introduced into the non-methylating *E. coli* ET12567/pUZ8002, conjugated to *S*. *vietnamensis* GIMV4.0001 following a previous protocol (Deng et al., 2011b). Exconjugants were picked and re-streaked on nutrient agar plates supplemented with 30 μg/ml apramycin and 25 μg/ml nalidixic acid and grown at 30 °C for 1 day. Single colonies were then inoculated into liquid YEME medium. After several rounds of liquid cultivation without antibiotics at 37°C, the temperature-sensitive plasmid pKC-Δgra-orf32 are expected to be lost. The cultures were then diluted and spread on nutrient agar plate. The colonies that are sensitive to apramycin were picked and subjected to DNA isolation and PCR verification. The mutants Δ*gra-orf32*Δ*kina-like-pks*, Δ*gra-orf32*Δ*pig-pks* and Δ*gra-orf32*Δ*kina-like-pks*Δ*pig-pks* were generated using pYH7-based recombinant plasmids in a similar way, except for the relaxed cultivation of exconjugants to lose the disruption plasmids where the cultivation temperature is 30 °C as normal.

### Complementation and introducing other genes into *S. vietnamensis*

For complementation or introducing other genes into *S. vietnamensis*, the target genes were amplified and then assembled individually, using the ClonExpress MultiS One Step Cloning Kit, into pSETAT-KasOp* between the *Afl*II and *Spe*I sites where the open reading frame (ORF) was immediately downstram the promotor KasOp*. The resulting plasmids were then individually introduced into the Δ*gra-orf32* mutant or other strains with the same method as described in the in-frame deletion section. Screening of the desired colonies followed the standard procedure. The *E. coli* FAS ACPS gene and the PPTase gene *sfp* of surfactin biosynthesis of *Bacillus subtilis* were codon-optimized and synthesized by Azenta China (Supplementary Figures S1,2). The PPTase genes *jadM* and *med-orf24* of jadomycin and medermycin biosynthetic pathways were also synthesized since these biological materials are not available in our lab. The synthesized genes were cloned into pSETAT-KasOp* between the *Afl*II and *Spe*I sites as same as other genes.

### Expression of *gra-orf32 in E. coli* HT253

The pET28b (+) plasmid was used for heterologous expression in *E. coli*. The *gra-orf32* gene was codon-optimized (Supplementary Figure S3), synthesized and then cloned into pET28b (+) between the *Nde*I and *Xho*I sites, affording the expression plasmid pET28b-gra-orf32. The plasmid pET28b-gra-orf32 was transformed into *E. coli* HT253. HT253 is a mutant with a mini-Tn10 insertion in the *pdxJ* gene which is immediately upstream of and co-transcribed with the FAS ACPS gene *acpS* (Takiff et al., 1992). The growth of HT253 is tetracycline-dependent since the original transcript was interrupted and two divergent tetracycline-inducible promoters were introduced by the mini Tn10 insertion. The putative FAS ACPS gene (*SVTN_RS23020*) in *S. vietnamensis* was also codon-optimized (Supplementary Figure S4), synthesized and cloned into pET28b (+) in the same way for comparison. Further analysis found another ACPS-type gene (*SVTN_RS21115*) in its genome (Supplementary Table S3), and this gene was also included in the evaluation of possible functional compensation in *E. coli* (Supplementary Figure S5). The growth abilities of HT253 carrying different expression plasmids were tested on LB plate with 50 μg/ml kanamycin and 0.5 mM isopropyl *β*-d-1-thiogalactopyranoside (IPTG) and with/without 5 μg/ml tetracycline. The seed cells prepared from permissive medium were twice washed with sterile water before inoculation.

### Transcriptome analysis

Transcriptome analysis was performed by Novogene through strand-specific RNA sequencing. Each *Streptomyces* cell sample was collected from three plates of either YEME or ISP2 cultures after 24 h cultivation. Total RNA was isolated and used as input material for the RNA sample preparations, then the mRNA samples were obtained by using probes to remove rRNA. Strand-specific RNA-seq libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, United States) following manufacturer’s recommendations. The quality of library was assessed on the Agilent Bioanalyzer 2,100 system. The sequencing was performed on an Illumina Novaseq platform. HTSeq v0.6.1 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression was performed using the DESeq R package (1.18.0). The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *p*-value < 0.05 found by DESeq were assigned as differentially expressed. All samples were analysed in triplicate.

### Chemical analysis and quantification of granaticin production

The methods for sample preparation and analysis were similar to those of our previous works (Deng et al., 2020; Deng et al., 2021), but analyses were conducted on different apparatuses. For fermentation cultures, 5% (w/v) resins (Amberlite^®^ XAD16, Shanghai Macklin Biochemical Co., Ltd., China) were added into the cultures at the end of fermentation. After a 3-h extended incubation with shaking to allow metabolites to be absorbed into resins, then the resins were harvested, cleaned and air-dried. Metabolites were extracted with methanol from resins. The extracts were evaporated and re-dissolved in methanol. For plate cultures, the medium agar and the cells were together chopped and extracted with ethyl acetate, the extracts were also evaporated and re-dissolved in methanol. HPLC analyses were conducted with a Poroshell HPH-C18 column (4.6 × 250 mm, 4 μm, Agilent) on a Shimadzu LC-20AT system under a gradient elution at a flow rate of 0.6 ml/min. The detailed gradient program was set as follows: 0–10 min, 20% – 40% B; 10–20 min, 40%–50% B; 20–30 min, 50%–100% B; 30–35 min, 100% B, where A is H_2_O with 0.1% formic acid and B is acetonitrile unless otherwise noted. The UV absorbance data were collected at the wavelength of 520 nm. The identities of granaticins were confirmed by both using pure compounds as standards and MS analysis. LC-MS analysis was carried out, with an ESI source in negative ion mode, on an Agilent 6,430 Triple Quad mass spectrometry coupled to 1,290 Infinity LC System equipped with an Agilent Poroshell 120 PheHex column (2.1 × 100 mm, 2.7 μm). Liquid chromatography for LC-MS analysis was performed using a 25 min solvent gradient (0.25 ml/min) from 10% – 100% CH_3_OH in H_2_O containing 0.1% formic acid. For quantification, yield of each compound was measured in moles with a standard calibration of pure compound. The quantities of the four main products, granaticin, granaticin B, granaticinic acid and granaticinic acid B, in each strain were calculated together as the overall granaticin production of this strain. All the quantifications were done in triplicate. Analysis of variance was used to test for statistically significant differences between the groupings of samples (*p* < 0.05).

## Results

### Gra-ORF32 is a typical Sfp-type PPTase by bioinformatic analysis

A comparison of Gra-ORF32 with *B. subtilis* Sfp revealed only 16.5% identity and 28.8% overall similarity in sequence. Despite low level of sequence similarity, which is one of the characteristics of the PPTase superfamily, a further bioinformatic analysis showed that Gra-ORF32 contains three conserved motifs: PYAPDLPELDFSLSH, VGVDAE and WTLKEAYAK and the key residues essential for activity and structural stability (Figure 1C). The three conserved motifs: P(x)n (S/T)H, (V/I/L)G (V/I/L)D (L/I/V) (x)nE and (W/F) (S/T/C/A)xKE (S/A)hhK (where h is an amino acid with a hydrophobic chain) have been found across all the characterized Sfp-type PPTases (Asghar et al., 2011; Beld et al., 2014).

It is notable that the open reading frame (ORF) of *gra-orf32* from *S. vietnamensis* GIMV4.0001 was originally predicted to be 657-bp long, but this version of ORF is dysfunctional. An extended 771-bp version was proved to be active (Supplementary Figure S6, see the next section). Therefore, in comparison to Sfp, Gra-ORF32 has about 33 additional amino acids at the N-terminal end. The situation is similar to that of FdmW, a dedicated ACPS-type PPTase for biosynthesis of the aromatic polyketide fredericamycin (Huang et al., 2006). Another noteworthy similar feature to FdmW is that Gra-ORF32 is rich in Arg (38/256) and Pro (33/256), resulting in a very basic protein. The predicated isoelectric point (pI) of Gra-ORF32 is 11.41, in contrast with the low pIs of other Sfp-type PPTases from non-type-II PKS clusters. A search of type II PKS clusters with Sfp-type PPTase genes from the database by using the EFI-GNT (Zallot et al., 2019) revealed that more than 50 uncharacterized type II PKS clusters harbor at least one Sfp-type PPTase gene (Supplementary Figure S7), indicating that many of type II PKS pathways have evolved to accommodate a specific PPTase-encoding gene in their biosynthetic clusters for activation of their carrier proteins.

### *Gra-orf32* is crucial for efficient production of granaticins

The PPTase-encoding gene *gra-orf32* locates in the *gra* cluster, making it reasonable to expect that *gra-orf32* encodes a dedicated PPTase for activation of the graACP. In order to prove it, *gra-orf32* was inactivated with an in-frame deletion method, generating the mutant Δ*gra-orf32*. The genotype of Δ*gra-orf32* was confirmed by PCR verification (Supplementary Figure S8) and DNA sequencing. The wild-type *S. vietnamensis* produces granaticins very well both in liquid and on solid YEME medium. As expected, no obvious blue pigment (the color of granaticins) could be observed with naked eyes from both liquid and solid cultures of Δ*gra-orf32* (Supplementary Figure S9), and only a trace amount of granaticins could be detected by HPLC from liquid YEME cultures of Δ*gra-orf32* (Figure 2A). Then we re-introduced the *gra-orf32* gene into the Δ*gra-orf32* mutant by using a pSET152-based vector with the ORF immediately downstream the strong promoter KasOp* (Supplementary Figure S10). However, introducing the initially predicted ORF of the *gra-orf32* gene could not complement the mutant Δ*gra-orf32*. After a carefully inspection of the sequence, another 114-bp-upstream GTG start codon was found. The complementation strain with this extended ORF of the *gra-orf32* gene successfully restored the production of granaticins (Figure 2A). The production level of granaticins in the complementation strain was about 35%–55% to that of the wild-type strain. However, on plates with YEME and all other tested media, the complementation strain produced apparently more granaticins than the wild-type strain (Supplementary Figure S9). This reverse differences in yields under different cultivation conditions might be due to the differences in the transcriptional activity of the *gra-orf32* gene in wild type strain and its relatively constant transcriptional activity in the complementation strain. The results suggested a crucial role of *gra-orf32* for efficient granaticin production. Thus, Gra-ORF32 is a dedicated PPTase for granaticin biosynthesis.

**FIGURE 2:**
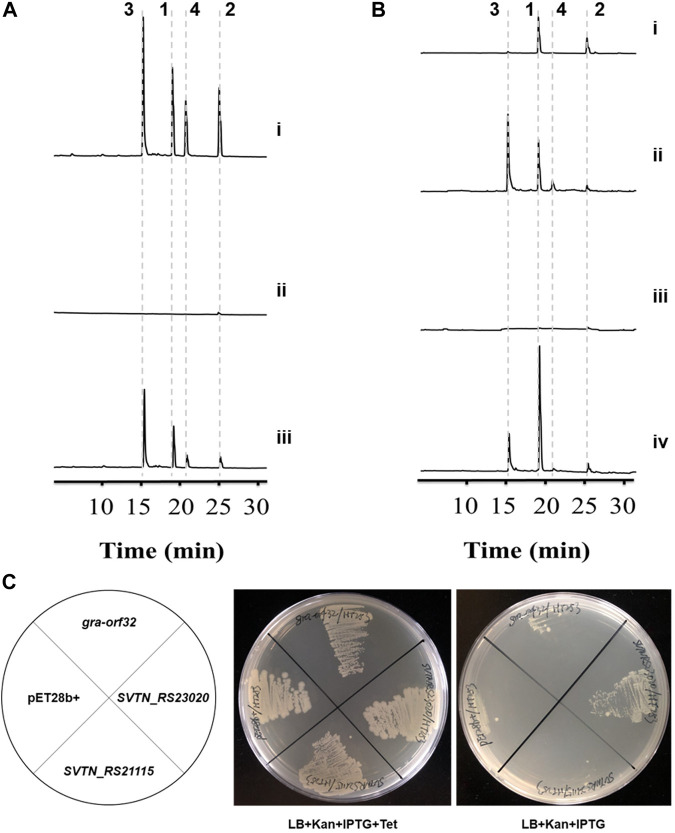
Inactivation, complementation and heterologous expression of the Sfp-type PPTase gene *gra-orf32*. **1**, granaticin; **2**, granaticin B; **3**, granaticinic acid; **4**, granaticinic acid B. The UV absorbance data were collected at the wavelength of 520 nm. **(A)** HPLC metabolic profiling of the in-frame deletion and complementation strains of *S. vietnamensis*. Strains were rotationally cultivated in liquid YEME for 3 d i, the wild-type strain GIMV4.0001; ii, the in-frame deletion mutant Δ*gra-orf32*; iii, the complementation strain Δ*gra-orf32*:*gra-orf32*. **(B)** HPLC metabolic profiling of cultures of the mutant Δ*gra-orf32* from ISP2 and YEME plates. i, the deletion mutant Δ*gra-orf32* on ISP2 plate; ii, the wild-type strain GIMV4.0001 on ISP2 plate; iii, the deletion mutant Δ*gra-orf32* on YEME plate; iv, the wild-type strain GIMV4.0001 on YEME plate. **(C)** Heterologous expression of *gra-orf32* in the conditional ACPS-deficient *E. coli* mutant HT253. The growth of HT253 is tetracycline-dependent. *SVTN_RS23020* is the putative FAS ACPS gene in *S. vietnamensis*. *SVTN_RS21115* is another ACPS-type gene located in a NRPS-like cluster in *S. vietnamensis*. All strains could grow normally on plates with kanamycin, IPTG and tetracycline, but only the strain carrying *SVTN_RS23020* was viable on plates without tetracycline.

As mentioned above, the Δ*gra-orf32* mutant still reserved an ability to produce trace amount of granaticins. There were two possibilities accounting for it: i) a latent but low-level activity from other endogenous PPTase(s); ii) crosstalk of granaticin biosynthesis with other type II PKSs. For the second possibility, we indeed obtained some results that could only be attributed to crosstalk between pathways in our previously studies. When we first established the genetic manipulation system on this new granaticin-producing strain, the mutant DMR1 was generated by using the *aac(3)IV* cassette to replace the minimal PKS genes (*gra-orf1*, *gra-orf2*, *gra-orf3*) and no granaticins were detected by HPLC analysis following a routine sample preparation and analysis procedure (Deng et al., 2011b). This DMR1 mutant was later used for discovery of potential new natural products by using an “one strain many compounds” (OSMAC) activation strategy. However, a small amount of granaticin was isolated from a large batch of fermentation of DMR1, which was confirmed by high resolution MS and ^1^H NMR analysis (Lin, 2017). Hence the trace amount production of granaticins by Δ*gra-orf32* might also be a consequence of crosstalk of the granaticin machinery with others.

However, a more complicated phenomenon was observed. When cultivated on ISP2 plates for sporulation, Δ*gra-orf32* produced much more granaticins than in liquid or on solid YEME (Figure 2B). Under this cultivation condition, the expression of some latent PPTase gene(s) might be elevated or another pathway that could crosstalk with the granaticin pathway was activated instead, or both. Thus, the exact underling mechanism remains to be investigated.

### Gra-ORF32 could not functionally compensate the FAS ACPS of *E. coli*

The *E. coli* FAS ACPS was reported to catalyze PPant transfer *in vitro* to a variety of ACPs from *Streptomyces*-origin type II PKS pathways (Gehring et al., 1997). Amongst the tested type-II-PKS ACPs, graACP is the best non-cognate substrate of the *E. coli* FAS ACPS (Gehring et al., 1997). To probe whether the Sfp-type PPTases and the ACPSs that can efficiently phosphopantetheinylate the same ACP of type II PKS have similar substrate specificity for the FAS ACPs, we expressed *gra-orf32* in an *E. coli* mutant HT253. HT253 is a conditional ACPS-deficient mutant (Takiff et al., 1992). It grows normally in LB with tetracycline, but doesn’t grow in LB without tetracycline. The *gra-orf32* gene was codon-optimized and cloned into pET28b (+). The putative FAS ACPS gene (*SVTN_RS23020*) of *S. vietnamensis* and another ACPS-type gene (*SVTN_RS21115*) were also expressed for comparison. All the HT253 strains were viable on plates with kanamycin, IPTG and tetracycline. In contrast, only the strain carrying the plasmid pET28b-SVTN_RS23020 could grow at a lower rate than normal on plates without tetracycline (Figure 2C). The results showed that Gra-ORF32 could not functionally compensate the FAS ACPS in *E. coli*, suggesting that the Sfp-type Gra-ORF32 cannot activate the FAS ACP of *E. coli*, even though its cognate ACP is an efficient substrate for the *E. coli* FAS ACPS. The viability of HT253 carrying *SVTN_RS23020* in non-permissive medium suggested that *SVTN_RS23020* encodes indeed the FAS ACPS in *S. vietnamensis*.

### Transcriptome analysis of the Δ*gra-orf32* mutant

As discussed earlier, some latent PPTase activity or crosstalk between pathways could possibly account for both the trace production in liquid YEME and the elevated production on ISP2 plates for granaticins. Analysis of the genomic sequence of *S. vietnamensis* GIMV4.0001 revealed 12 putative discrete PPTase genes in total, including two ACPS-type and ten Sfp-type genes (Supplementary Table S3). All except the FAS ACPS gene (*SVTN_RS23020*) were predicted to sit in the biosynthetic gene clusters of secondary metabolites. In the antiSMASH database (Blin et al., 2021), *S. vietnamensis* GIMV4.0001 was predicted to possess 30 biosynthetic clusters for secondary metabolites. For possible crosstalk in this case, it is more likely to occur between similar pathways. Besides the *gra* cluster, there are two additional biosynthetic gene clusters containing type II PKS (Supplementary Figure S11). To obtain more clues, a transcriptome analysis was carried out to assess the gene transcription activities at the genomic scale.

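Cells of the Δgra-orf32 mutant, the strain of S. vietnamensis that lacks the PPTase gene of the granaticin cluster, were collected after 24 h on plates of ISP2, a medium usually used for sporulation, or of YEME, a medium of yeast and malt extract. Each sample came from 3 plates, and 3 samples were sequenced per medium, so that 6 libraries were compared. The authors removed rRNA with probes, made strand-specific libraries, sequenced them on an Illumina Novaseq platform, counted the reads on each gene with HTSeq and deposited FPKM, which are read counts scaled to the length of the gene and to the reads of the library. The aligner and the genome build are not given in the sources used here. Each library listed 8309 genes by locus tag, of which 8178 were found in the RefSeq annotation of this strain. Multiplied by the annotated gene length, between 94.9% and 95.4% of the low FPKM values of a library (under 100 reads) fell within 0.02 of a whole number of reads, so the depth could be read from the steps between values. The library size behind FPKM was 3948758, 3399579 and 3774115 reads in ISP2 replicates 1, 2 and 3 and 4192629, 4528464 and 3949914 reads in YEME replicates 1, 2 and 3. The 8178 genes with an annotated length held 3597241, 3238240 and 3162967 of these reads on ISP2 and 3153603, 3337612 and 3181527 on YEME. One small stable RNA gene, ssrA, took between 9.43% and 14.5% of the reads of a library. Across genes, log2(FPKM + 1) correlated with Pearson's r between 0.949 and 0.961 for pairs of ISP2 libraries, between 0.946 and 0.961 for pairs of YEME libraries, and between 0.856 and 0.913 for pairs from different media; genes are not independent replicates. Because FPKM are not counts, the media were compared with limma (empirical Bayes with a trend of the variance on the mean level) on log2(FPKM + 1), over the 7958 genes with a mean FPKM of at least 1. All fold changes given for single genes are on this log2(FPKM + 1) scale, which understates the change of genes with low values. A gene was called upregulated or downregulated on ISP2 plates at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 1 in size. The deleted gene, SVTN_RS18755 (gra-orf32), was not analysed here.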

After cultivation on ISP2 plate for 24 h, The mutant Δ*gra-orf32* cells start to produce the blue pigment, but no evident aerial hyphae and sporulation can be observed at this stage. Thus, this time point was chosen to collect the cells for total RNA preparation. 

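Of the genes tested with limma, 1612 had an adjusted p under 0.05 between ISP2 and YEME plates after 24 h, and 1436 of them also had a log2 fold change beyond 1 in size. The count of 1612 fell to 899 without YEME replicate 1, 902 without YEME replicate 2 and 992 without ISP2 replicate 3. It rose to 1901 without YEME replicate 3. Without adjustment, 2667 genes had a p under 0.05. The 3 ISP2 libraries lay wholly above or wholly below the 3 YEME libraries for 2985 genes, or 37.5%, where chance alone gives 10%. The count of called genes depended most on how the fold change threshold was applied: when limma tested each gene against a log2 fold change of 1 (treat), 188 genes passed.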

The RNA-seq results showed that the transcription levels of more than 1,600 genes were significantly changed (*p* < 0.05, log2 fold change >1). Amongst them, 872 genes were upregulated and 762 genes were downregulated on ISP2 plates, compared to those on YEME plates (Figure 3A). 

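In the limma test, 709 genes were upregulated and 727 genes were downregulated on ISP2 plates. Upregulated genes thus made up 49.4% of the called genes, and the median log2 fold change of all tested genes was −0.06. This balance depended on the scaling of the libraries. When FPKM were rescaled to the reads on protein-coding genes, which took 62.3% to 67.7% of the reads of the YEME libraries and 72.6% to 79.5% of those of the ISP2 libraries, the median moved to −0.30, 526 genes were upregulated and 1070 were downregulated, so that 33.0% of the called genes were upregulated. With limma-voom on the whole reads behind the FPKM values, the median was −0.29, and 564 genes were upregulated and 1071 downregulated, which makes 34.5%. No gene called in one direction by the test on FPKM was called in the other by any of these. When single libraries were left out, the number of upregulated genes ranged from 438 (without YEME replicate 2) to 861 (without YEME replicate 3) and was 463 without ISP2 replicate 2, and that of downregulated genes ranged from 411 (without YEME replicate 1) to 862 (without YEME replicate 3) and was 458 without YEME replicate 2. By the rule for named genes, the largest rises were those of SVTN_RS28470, at 1914 ± 673 FPKM on ISP2 plates and 26.9 ± 13.8 on YEME plates (SD, n = 3 libraries), a log2 fold change of 6.15 (standard error 0.38, limma adjusted p = 6.3e-05), and of SVTN_RS26285, nirD (SVTN_RS12325), SVTN_RS28475 and SVTN_RS28605, with log2 fold changes of 5.71, 5.71, 5.57 and 4.96. SVTN_RS28470, SVTN_RS28475 and SVTN_RS28605 lie in the kinamycin-like region. Supplementary Figure S11 types this region as type II PKS, NRPS and type I PKS together, so not every gene in it need belong to the kinamycin-like pathway. The largest falls were those of 4 neighbouring genes, SVTN_RS08035, SVTN_RS08030, SVTN_RS08025 and SVTN_RS08040, with log2 fold changes of −5.10, −4.44, −4.12 and −4.10, and of rpmF (SVTN_RS32040), with −3.77 (−2.73 without YEME replicate 1, where it was highest by far). SVTN_RS08035 was at 4.75 ± 1.17 FPKM on ISP2 plates and 227 ± 160 on YEME plates (SD, n = 3 libraries).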

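The genes were grouped by the 30 antiSMASH regions that Supplementary Figure S11 lists for the chromosome (KEGG was not used here), and each region was tested as a set with limma's camera test (two-sided, preset correlation between genes of 0.01, Benjamini-Hochberg adjustment over the regions). Region 1.11, which holds the granaticin cluster between positions 4175584 and 4247409, had 71 tested genes with a mean log2 fold change of 0.96 (adjusted p = 4.9e-07), and region 1.18, which holds the kinamycin-like cluster between 6327233 and 6440759, had 100 with a mean of 1.19 (adjusted p = 1.0e-07). The medians, 0.38 and 0.36, were far smaller than the means, since part of each region moved strongly and the rest little. Upregulated genes made up 42.3% of the tested genes of region 1.11 (30 of 71), compared to 8.61% of all others (Fisher's exact test, one-sided, p = 4.9e-14), and 38.0% of those of region 1.18 (38 of 100), compared to 8.54% of all others (p = 1.3e-15). Neighbouring genes of a region are not independent replicates, which Fisher's test leaves out of account. Both regions also passed limma's fry test, with adjusted p of 0.028 and 0.021, but no region passed camera with the correlation estimated for each set (adjusted p = 0.595 for both). Camera with the preset correlation called 7 of the regions between the media, and it called between 0 and 9 regions when the 6 libraries were split into 3 and 3 in the other 9 ways. The mean shift of region 1.11 was at most 0.46 in size in those splits, and that of region 1.18 at most 0.53. Leaving out each library in turn gave means between 0.82 and 1.04 for region 1.11 and between 1.07 and 1.28 for region 1.18. The setting that moved a mean most was the removal of genes with a mean under 50 reads, which raised that of region 1.18 to 2.40.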

KEGG pathway enrichment analysis showed that four pathways were enriched significantly, including two type II PKS biosynthesis pathways (Figure 3B), namely, the granaticin biosynthetic pathway and the kinamycin-like biosynthetic pathway. Genes enriched into these two pathways were significantly upregulated on ISP2 plates and most of them are the core PKS genes (Figure 3C). These results suggested that the kinamycin-like biosynthetic pathway was activated on ISP2 plates and might associate with the elevated production of granaticins.

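In region 1.11, 28 of the upregulated genes lie side by side, from SVTN_RS18745 to SVTN_RS18880, a stretch that was delimited after the values were seen. Their log2 fold changes lay between 1.02 and 3.81 with a mean of 2.54, the largest limma adjusted p among them was 0.023, and the 3 ISP2 libraries lay above the 3 YEME libraries for all 28. The genes were abundant on both media, from 25.2 to 5899 FPKM on YEME plates and from 170 to 24642 FPKM on ISP2 plates. The other 43 tested genes of the region had a mean log2 fold change of −0.07, with 2 upregulated and 2 downregulated. The gra-orf names of Figure 3C were not paired with locus tags in the sources used here, apart from gra-orf32, so no value is given by those names. In region 1.18, the 8 genes drawn in Figure 3C, SVTN_RS28585 to SVTN_RS28620, belong to 20 neighbouring upregulated genes from SVTN_RS28580 to SVTN_RS28675, with a mean log2 fold change of 3.66. A further 9 neighbouring genes, SVTN_RS28850 to SVTN_RS28890, were also upregulated, with a mean of 2.16. The 71 tested genes of the region outside these 2 stretches had a mean log2 fold change of 0.37 and a median of −0.07, with 9 upregulated, SVTN_RS28470 among them, and none downregulated.

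**Figure D1:**
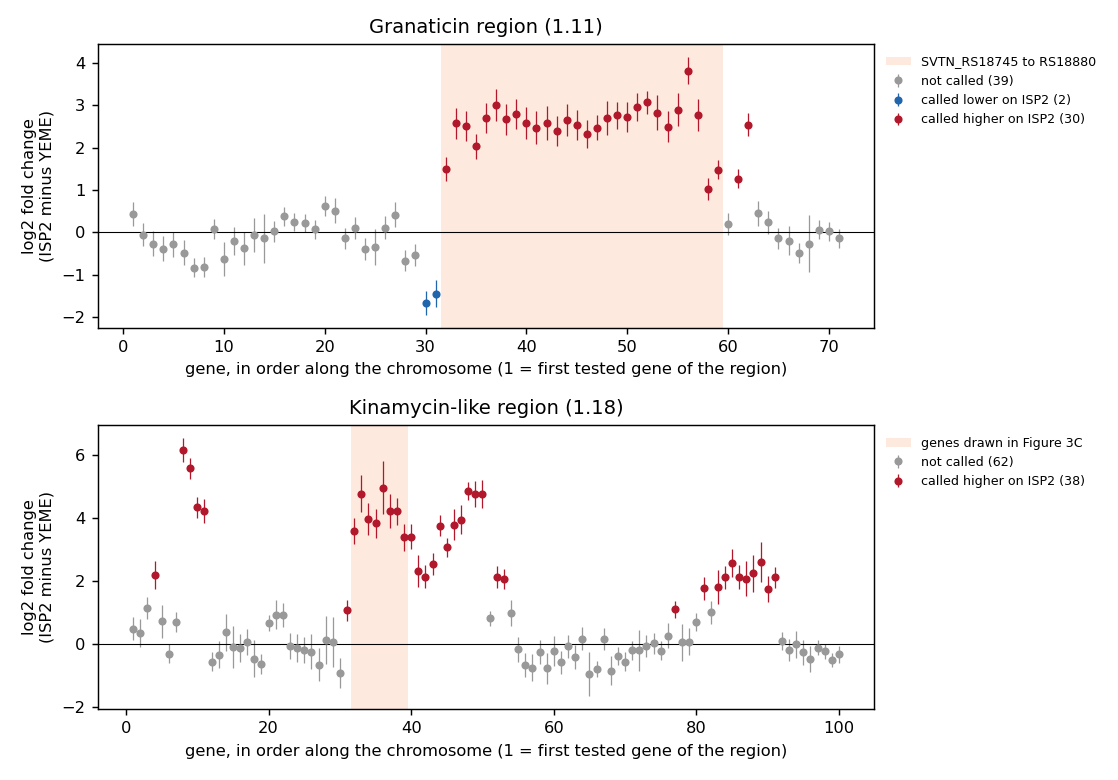
Log2 fold change between ISP2 and YEME plates of each tested gene of the granaticin region (top) and the kinamycin-like region (bottom), in chromosomal order; points are limma estimates and bars their standard errors (3 libraries per medium). The shaded granaticin genes are the 28 neighbouring upregulated genes, and the shaded kinamycin-like genes are those drawn in Figure 3C; upregulated genes are red, downregulated genes blue and the others grey.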

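All 8 genes of the kinamycin-like cluster drawn in Figure 3C were upregulated on ISP2 plates, with log2 fold changes of at least 3.38, a mean of 4.11, and limma adjusted p between 4.8e-04 and 0.0041. Among its minimal PKS genes, which were deleted later in the study, SVTN_RS28595 had 94.4, 310 and 123 FPKM in the ISP2 libraries and 12.2, 4.17 and 13.5 in the YEME libraries, a log2 fold change of 3.95 (standard error 0.51, limma adjusted p = 0.0013). SVTN_RS28600 was at 129 ± 88.6 FPKM on ISP2 plates and 7.16 ± 2.39 on YEME plates (SD, n = 3 libraries), a log2 fold change of 3.83 (standard error 0.45, limma adjusted p = 9.1e-04). SVTN_RS28605 was at 311 ± 152 and 13.6 ± 11.1 FPKM (SD, n = 3 libraries), with a standard error of 0.83 and a limma adjusted p of 0.0041; its YEME values were 20.3, 0.818 and 19.7 FPKM, and without YEME replicate 2 its log2 fold change was 3.79. ISP2 replicate 2 was the highest of the ISP2 libraries for each of the 8 genes, but the 3 ISP2 libraries lay above the 3 YEME libraries for all of them, and each stayed called with any 1 library left out. The highest YEME value among the 8 genes was 20.3 FPKM and the lowest ISP2 value was 46.3 FPKM. From the upregulation of the enriched type II PKS genes on ISP2 plates, the paper proposes that the kinamycin-like pathway was activated there and might be associated with the elevated production of granaticins.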

**FIGURE 3:**
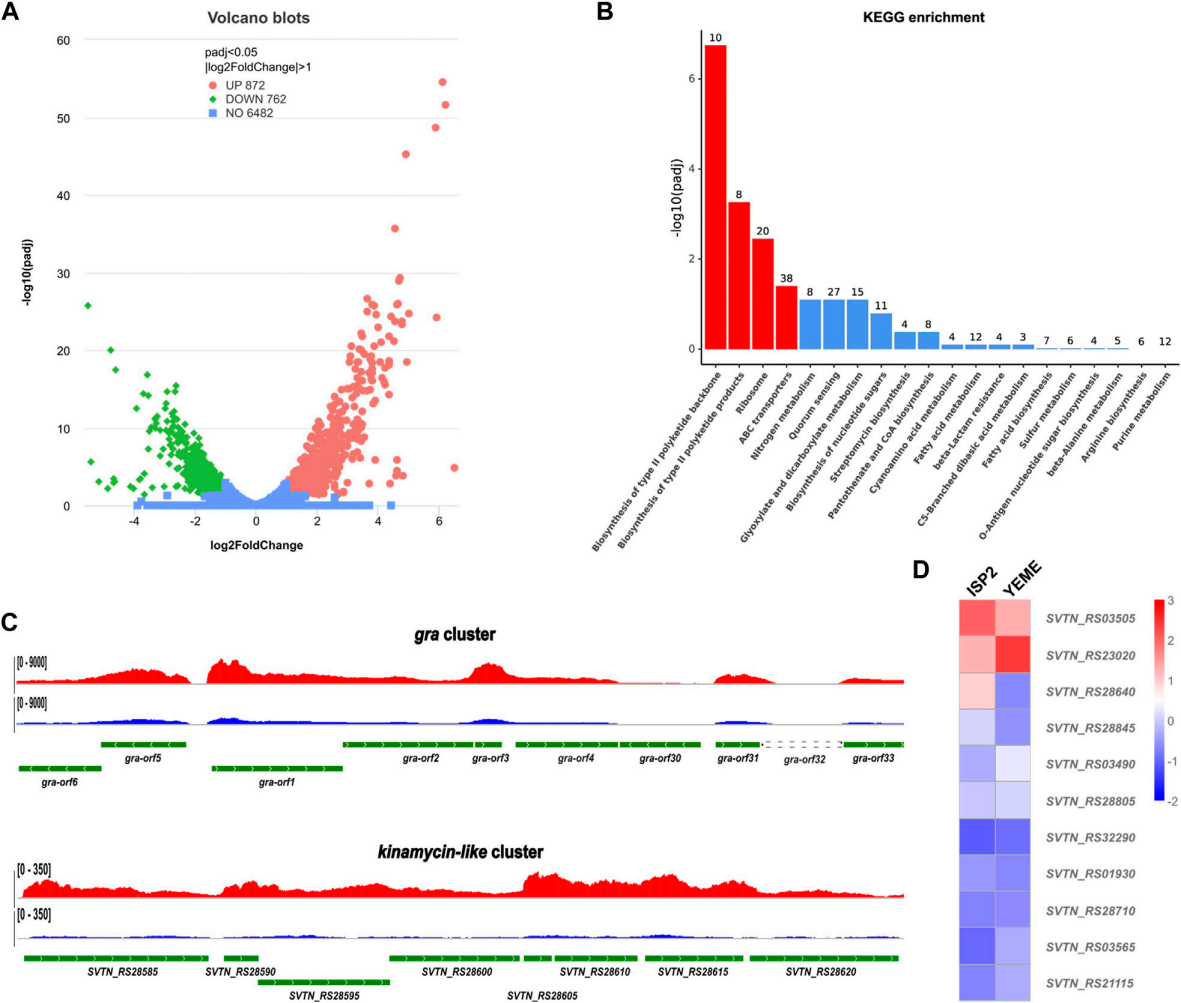
Comparative transcriptome analysis of the in-frame deletion mutant Δ*gra-orf32*. **(A)** Volcano blots showing differentially expressed genes (DEGs). Dispersion graph of the -log10(P adjusted) (*y-axis*) against the log2(FoldChange) (*x-axis*). Green and red dots represent genes that were significantly downregulated and upregulated, respectively, on ISP2 plates at the time point of 24 h, compared to those on YEME plates. **(B)** KEGG pathway enrichment analysis. Four out of the top 20 enriched pathways with significancy were identified (columns in red). The top two enriched pathways were type II pathways, namely, the granaticin biosynthetic pathway and the kinamycin-like biosynthetic pathway. The genes enriched into these two pathways were all significantly upregulated. **(C)** Visualization of RNA-seq across the core parts of the gene clusters of the enriched type II pathways. The read coverage counts for samples from ISP2 and YEME plates were colored in red and in blue, respectively. **(D)** Differential expression heatmap of the PPTase genes of *S. vietnamensis*.

Next, we inspected the expression pattern differences of all the predicted PPTase genes on both ISP2 and YEME plates. The result showed that most of the PPTase genes kept in low-levels of expression or inactivated, even the expression level of the FAS ACPS gene (*SVTN_RS23020*) was not as high as expected. 

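Of the 12 PPTase genes of Supplementary Table S3, 11 had values in the 6 libraries. Of these, 8 were below the median gene of their library in all 6 libraries, where the median gene had between 15.0 and 17.3 FPKM. The mean FPKM of these 8 genes lay between 1.10 and 7.23 on either medium, and their highest value in a single library was 13.5 FPKM (SVTN_RS03490 in YEME replicate 2). They held between 0 and 41 reads per library, so the lack of a call does not exclude small changes between the media. Replicates also varied, as for SVTN_RS03490 with 20, 41 and 3 reads in YEME replicates 1, 2 and 3. Whether depth or this spread limits detection was not tested. SVTN_RS32290 was listed at 0 in ISP2 replicate 2 and YEME replicate 2; a count of 0 allows up to 3 reads, or 1.10 and 0.827 FPKM in these libraries, for counting error only. SVTN_RS21115, the other ACPS-type gene, was at 2.21 ± 1.70 FPKM on ISP2 plates and 3.73 ± 0.44 on YEME plates (SD, n = 3 libraries). The FAS ACPS gene SVTN_RS23020, which Supplementary Table S3 places at 5095059 to 5095427 of the chromosome, was at 27.3 ± 5.80 FPKM on ISP2 plates and 52.9 ± 6.24 on YEME plates (SD, n = 3 libraries). It stood above 57.2% to 63.4% of all listed genes in the ISP2 libraries and above 70.8% to 74.4% in the YEME libraries.

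**Figure D2:**
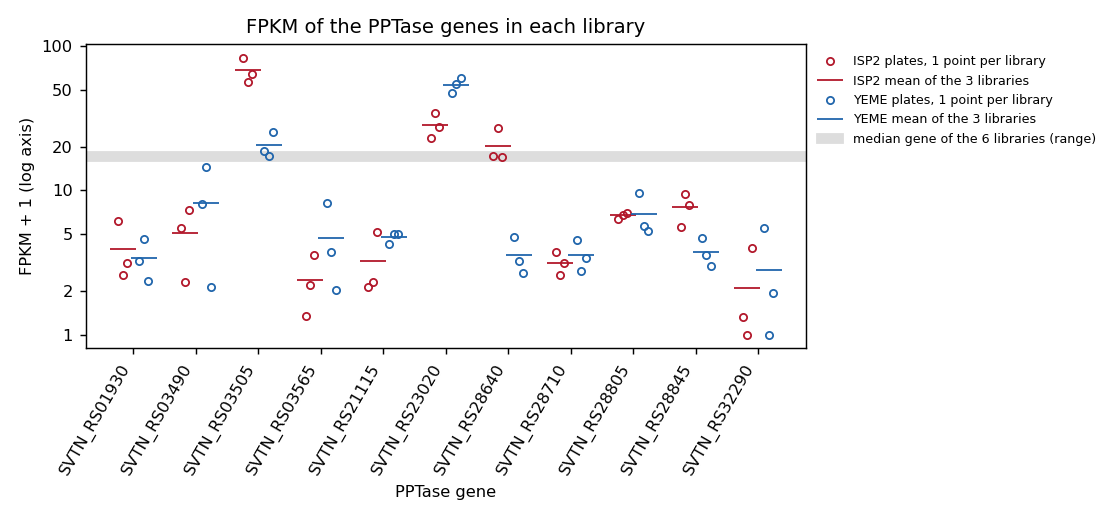
FPKM of the 11 PPTase genes, with 1 added for the log axis; each circle is 1 library, dashes are the means of the 3 libraries of a medium, and the grey band spans the medians of all genes in the 6 libraries. SVTN_RS03505 and SVTN_RS23020 lie above or at the band in every library, SVTN_RS28640 reaches it on ISP2 plates, and the other 8 genes stay below it.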

Two PPTase genes, *SVTN_RS03505* and *SVTN_RS28640* were slightly upregulated on ISP2 plate, while the FAS ACPS gene (*SVTN_RS23020*) was downregulated, compared to those on YEME plates (Figure 3D). It is not surprising that *SVTN_RS28640* was upregulated since it locates in the kinamycin-like biosynthetic cluster. It is also understandable that the FAS ACPS gene (*SVTN_RS23020*) was downregulated since ISP2 plates are usually used for sporulation while *S. vietnamensis* is more inclined to vegetative growth on YEME plates, which means that more fatty acids are required to support the formation of cell membrane.

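SVTN_RS03505, at 819690 to 820538 of the chromosome, had 82.0, 55.8 and 63.0 FPKM in the ISP2 libraries and 17.7, 16.4 and 24.5 in the YEME libraries, a log2 fold change of 1.73 (standard error 0.27, limma adjusted p = 0.0030). SVTN_RS28640, at 6371518 to 6372408, had 16.4, 25.9 and 16.0 FPKM on ISP2 plates and 3.72, 2.22 and 1.69 on YEME plates, a log2 fold change of 2.53 (standard error 0.35, limma adjusted p = 0.0017). For both genes each ISP2 library was above each YEME library, and both stayed called with any 1 library left out, with log2 fold changes between 1.58 and 1.90 and between 2.32 and 2.76. SVTN_RS03505 is the first of 8 neighbouring upregulated genes. The FAS ACPS gene SVTN_RS23020 had 22.0, 33.5 and 26.6 FPKM on ISP2 plates and 46.5, 53.3 and 59.0 on YEME plates. Its log2 fold change of −0.94 (standard error 0.26, limma adjusted p = 0.030) passed the threshold on adjusted p but not that on the fold change. It fell by more when FPKM were rescaled to the reads on protein-coding genes (−1.20, adjusted p = 0.0080) and with limma-voom (−1.20, adjusted p = 0.013), and was called downregulated there, but both settings also lowered the median of all tested genes. Its adjusted p rose above 0.05 without ISP2 replicate 1 (0.083), ISP2 replicate 3 (0.089), YEME replicate 1 (0.063), YEME replicate 2 (0.085) or YEME replicate 3 (0.057), and without ISP2 replicate 2 the gene was called (−1.09, adjusted p = 0.036). SVTN_RS28845, also in the kinamycin-like region, had a log2 fold change of 1.02 that did not pass (standard error 0.36, adjusted p = 0.078). Among the 11 genes, 3 had an adjusted p under 0.05 over all genes tested, and the same number, 3, adjusted over the list alone.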

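SVTN_RS28640 is one of the 20 neighbouring upregulated genes of the kinamycin-like region that include the genes of Figure 3C. The 3 other PPTase genes of region 1.18 lie outside that stretch. SVTN_RS28710 and SVTN_RS28805 had log2 fold changes of −0.17 and 0.03 (limma adjusted p = 0.82 and 0.97), both with a sign that changed when single libraries were left out. None of SVTN_RS28710, SVTN_RS28805 and SVTN_RS28845 was called. SVTN_RS28845 adjoins the other upregulated stretch of the region, which starts at SVTN_RS28850. Its 3 ISP2 libraries lay above its 3 YEME libraries, but on only 6 to 22 reads per library, so a rise is not excluded.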

### Crosstalk led to the elevated granaticins production in the Δ*gra-orf32* mutant on solid ISP2 medium

As implicated by the transcriptome analysis, a kinamycin-like biosynthetic pathway might be involved in the elevated production of granaticins in mutant Δ*gra-orf32*. Therefore, we set out to inactivate this pathway by in-frame deletion of the minimal PKS genes in the Δ*gra-orf32* mutant (Supplementary Figure S12). The production level of granaticins of the resulting mutant Δ*gra-orf32*Δ*kina-like-pks* decreased dramatically, only a similar trace amount of granaticins to those when cultivated in liquid YEME could be detected by HPLC (Figure 4), suggesting that the crosstalk between the granaticin and the kinamycin-like biosynthetic pathways should account for the elevated granaticins production in the Δ*gra-orf32* mutant.

**FIGURE 4:**
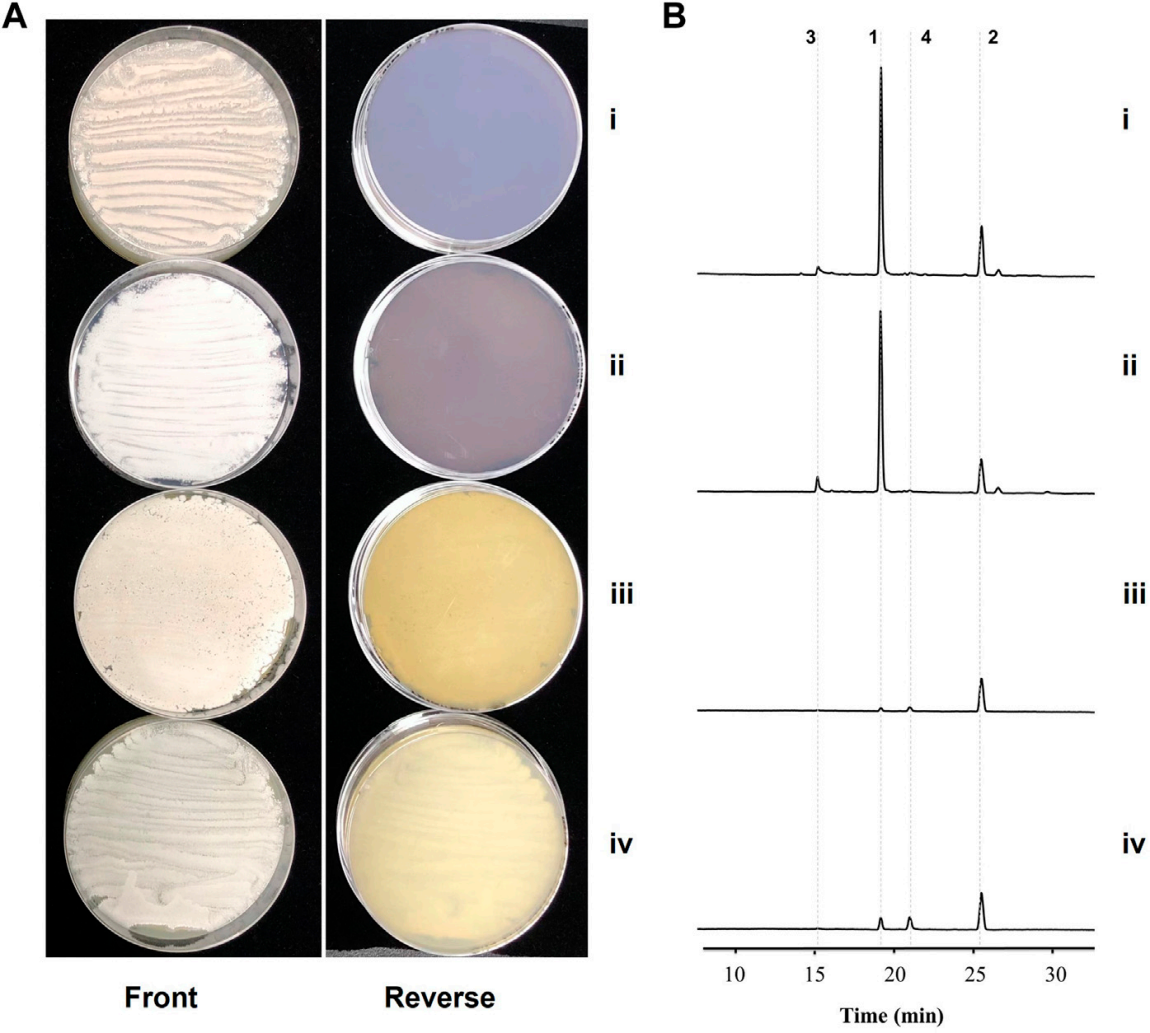
Inactivations of the spore pigment and the kinamycin-like pathways in the *gra-orf32* deletion background. i, the parent mutant Δ*gra-orf32*; ii, the double deletion mutant Δ*gra-orf32*Δ*pig-pks*; iii, the double deletion mutant Δ*gra-orf32*Δ*kina-like-pks*; iv, the triple deletion mutant Δ*gra-orf32*Δ*kina-like-pks*Δ*pig-pks*. **(A)** Cultures of mutant on ISP2 plates at 7 d **(B)** HPLC metabolic profiling of the mutants. The UV absorbance data were collected at the wavelength of 520 nm. **1**, granaticin; **2**, granaticin B; **3**, granaticinic acid; **4**, granaticinic acid B.

To further explore any involvement of the spore pigment cluster (the other additional type II PKS) in the elevated production of granaticins in mutant Δ*gra-orf32*, the minimal PKS genes of the spore pigment was also deleted in the Δ*gra-orf32* mutant in a similar way (Supplementary Figure S13). The resulting mutant Δ*gra-orf32*Δ*pig-pks* did not change the production level of granaticins on ISP2, compared to the parent mutant Δ*gra-orf32* (Figure 4). The minimal PKS genes of the spore pigment was further deleted in the Δ*gra-orf32*Δ*kina-like-pks* double-deletion mutant to generate Δ*gra-orf32*Δ*kina-like-pks*Δ*pig-pks* (Supplementary Figure S14). This triple-deletion mutant still retained trace production of granaticins on ISP2 plate, which was similar to that of its parent strain Δ*gra-orf32*Δ*kina-like-pks* (Figure 4). These results were consistent with the transcriptome analysis and suggested that the spore pigment pathway was not involved in the granaticins production of the mutant Δ*gra-orf32*. 

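In the transcriptome of the Δgra-orf32 mutant, no difference between ISP2 and YEME plates after 24 h was detected for the spore pigment region (region 1.26, positions 7923859 to 7996374) as a whole. Its 64 tested genes had a mean log2 fold change of −0.21 (camera adjusted p = 0.65), with 4 upregulated and 12 downregulated. This mean rested on single libraries, at −0.11 without ISP2 replicate 1, −0.37 without ISP2 replicate 2, −0.12 without ISP2 replicate 3, −0.10 without YEME replicate 1 and −0.36 without YEME replicate 2. It was −0.44 after rescaling to protein-coding reads, which also lowered the median of all tested genes to −0.30. Over genes with a mean of at least 50 reads it was −0.47, and the region passed in none of these settings (smallest adjusted p 0.22). The 3 minimal PKS genes of the spore pigment were lower on ISP2 plates. SVTN_RS35480 had 8.18, 36.2 and 5.22 FPKM on ISP2 plates and 61.6, 42.5 and 43.7 on YEME plates, a log2 fold change of −1.95 (standard error 0.57, limma adjusted p = 0.040). SVTN_RS35485 had a log2 fold change of −1.93 (standard error 0.53, limma adjusted p = 0.030) and SVTN_RS35490 one of −2.24 (standard error 0.52, limma adjusted p = 0.016). For each of these genes the 3 ISP2 libraries lay below the 3 YEME libraries, but ISP2 replicate 2 was far above the other ISP2 libraries. SVTN_RS35480 and SVTN_RS35485 lost their call without ISP2 replicate 1, ISP2 replicate 3 or any of the YEME libraries (adjusted p from 0.062 to 0.13 and from 0.055 to 0.11), and SVTN_RS35490 did so without ISP2 replicate 1 (0.051) or YEME replicate 1 (0.066). Without ISP2 replicate 2 the log2 fold changes were −2.71, −2.62 and −2.91. They belong to 11 neighbouring downregulated genes, SVTN_RS35465 to SVTN_RS35515, delimited after the values were seen, with a mean of −1.97.

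**Figure D3:**
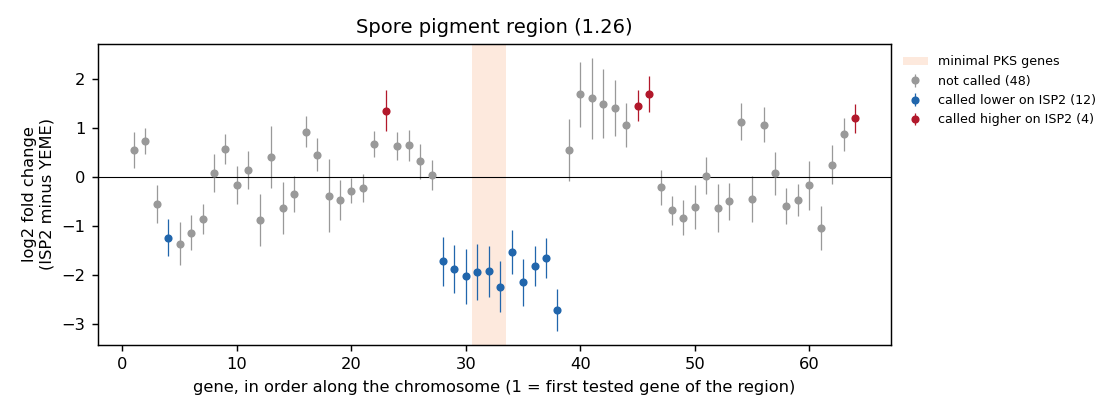
Log2 fold change between ISP2 and YEME plates of the 64 tested genes of the spore pigment region in chromosomal order, as limma estimates with their standard errors (3 libraries per medium). The shaded minimal PKS genes sit among 11 neighbouring downregulated genes, shown in blue.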

The trace amount of production of granaticins thus might result from a latent PPTase activity.

### Overexpression of endogenous PPTase genes in the Δ*gra-orf32* mutant

With the results at hand, the trace production of granaticins of the Δ*gra-orf32* mutant was likely due to latent activities from other endogenous PPTases. And this mutant only produces a trace amount of granaticins, making it an excellent platform to probe the possible latent activities for the graACP from other endogenous PPTases. Additional copy of each of the eleven endogenous PPTase genes under the strong promoter KasOp* was individually introduced to Δ*gra-orf32* mutant using plasmid pSETAT-KasOp* as the delivering vector (Supplementary Figure S10). As mentioned earlier, the complementation strain Δ*gra-orf32*:*gra-orf32* could only recover 35–55% production of granaticins. Therefore, this complementation strain was used for the comparative analysis since these endogenous PPTase genes were introduced based on the same vector and under the same promoter as in the complementation experiment. Surprisingly, nine out of 11 endogenous non-cognate PPTases could activate the granaticins production to varied extents (Figures 5A,B). Amongst them, the FAS ACPS (SVTN_RS23020) was top-ranked, with about 75% overall yield of granaticins to that of complementation strain. Three Sfp-type PPTases (SVTN_RS28805, SVTN_RS01930 and SVTN_RS28640) showed comparable activities of activation (ranging from 23%–27%). Another ACPS-type PPTase (SVTN_RS21115) and two Sfp-type PPTases (SVTN_RS03490 and SVTN_RS03505) shared similar but much weaker activities of activation (11.4%–12%). SVTN_RS28845 and SVTN_RS28710 showed marginal activities while no evident activations of the remaining two PPTases (SVTN_RS03565 and SVTN_RS32290) were observed. These results indicated that most of the endogenous PPTases could catalyze the PPant transfer to graACP with varied efficiencies, of which the FAS ACPS (SVTN_RS23020) were the most efficient. Thus, the trace production of granaticins might be mainly attributed to the latent activity from the FAS ACPS (SVTN_RS23020).

**FIGURE 5:**
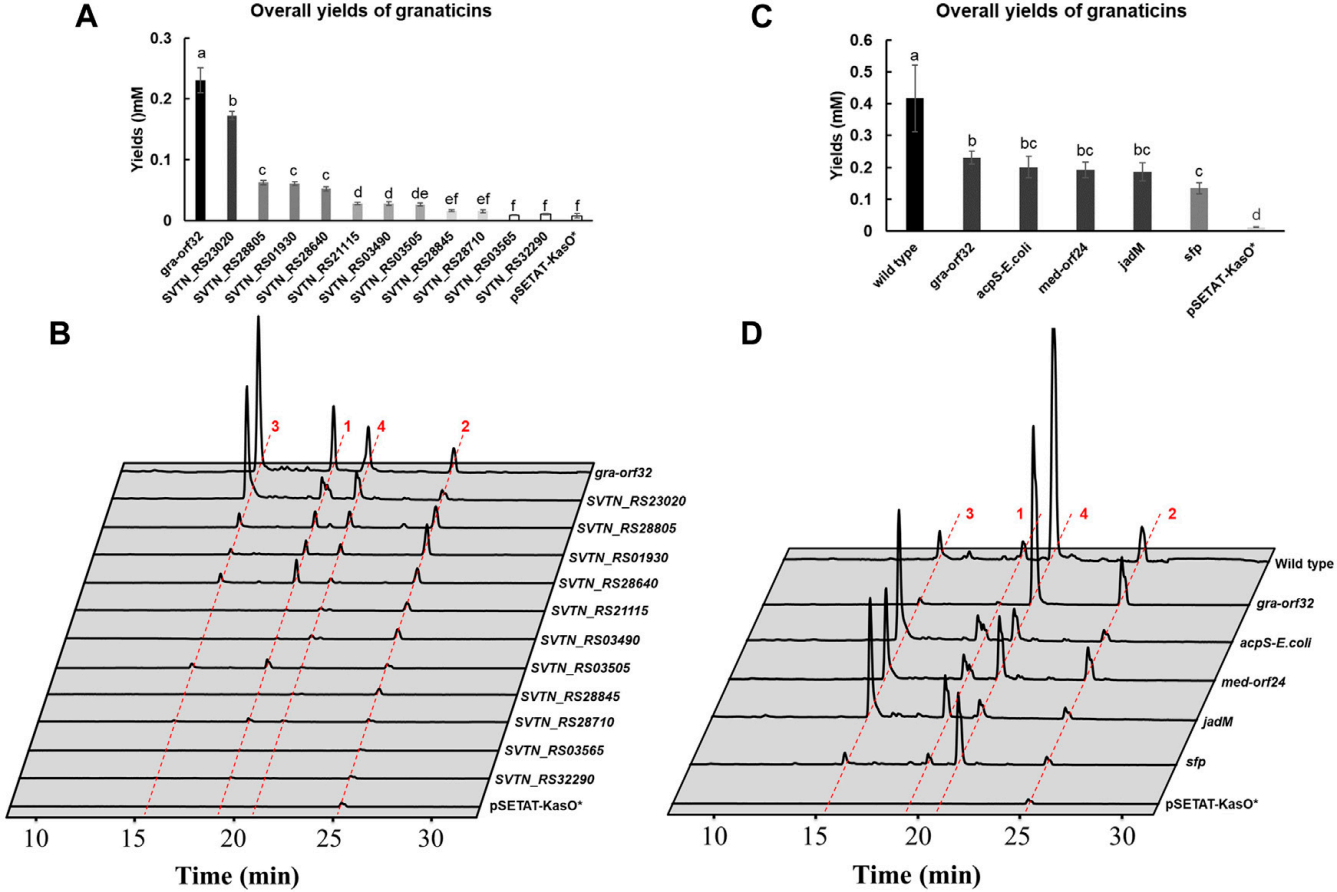
Overexpression of endogenous and exogenous PPTase genes in the mutant Δ*gra-orf32*. **1**, granaticin; **2**, granaticin B; **3**, granaticinic acid; **4**, granaticinic acid B. The UV absorbance data were collected at the wavelength of 520 nm. Statistical significances of quantifications were tested at *p* < 0.05 and indicated on top of the columns. **(A)** Quantifications of the mutant Δ*gra-orf32* carrying an additional copy of different endogenous PPTase genes under the strong promoter KasOp*. **(B)** HPLC metabolic profiling of the mutant Δ*gra-orf32* with overexpression of different endogenous PPTase genes. **(C)** Quantifications of the mutant Δ*gra-orf32* with overexpression of selected exogenous PPTase genes. **(D)** HPLC metabolic profiling of the mutant Δ*gra-orf32* with overexpression of selected exogenous PPTase genes.

### Exogenous PPTases of both the Sfp type and the ACPS type could activate the production of granaticins

A dozen of characterized type II PKS clusters contain a putative PPTase gene, including jadomycin (*jadM*), griseorhodin (*grhF*), medermycin (*med-orf24*) and oviedomycin (*ovmF*). To investigate whether these in-cluster Sfp-type PPTases can recognize the ACPs of other type II PKS pathways, *jadM* and *med-orf24*, together with the prototype genes, *sfp* from *B. substilis* and *acpS* from *E. coli*, were chosen to be overexpressed in the mutant Δ*gra-orf32* (Supplementary Figure S15). The ACPS and Sfp enzymes were reported active *in vitro* for the graACP or with broad substrate promiscuity (Gehring et al., 1997; Quadri et al., 1998). HPLC analysis showed that Δ*gra-orf32* carrying *jadM* or *med-orf24* could restore production of granaticins at levels of 83% and 80% to that of the complementation strain (Figures 5C,D), respectively, suggesting that dedicated PPTases of type II PKSs could efficiently activate ACPs of other type II PKS pathways. Not surprisingly, introduction of either *sfp* or *acpS* genes could also activate the granaticins production. The production of the strain with the *E. coli acpS* gene reached an astonishing production level of 87% to that of the complementation strain (Figures 5C,D), yet this result was consistent with the early *in vitro* study (Gehring et al., 1997).

## Discussion

The ability of the *E. coli* FAS ACPS to *in vitro* activate ACPs of several type II PKS reported by early studies (Carreras et al., 1997; Cox et al., 1997; Gehring et al., 1997) and observations of lacks of apparent PPTase genes in many type II polyketide clusters led a wide acknowledgement that ACPs of type II PKSs are usually activated by the hosts’ FAS ACPSs. However, a number of aromatic polyketides, such as granaticin, medermycin, jadomycin, oviedomycin, griseorhodin and landomycin have been found to harbour a putative Sfp-type PPTase gene in their biosynthetic clusters (Ichinose et al., 1998; Westrich et al., 1999; Wang et al., 2001; Li and Piel, 2002; Ichinose et al., 2003; Lombó et al., 2004). Disruption of *jadM*, the putative PPTase gene in the jadomycin biosynthetic cluster in *S. venezuelae* ISP5230 caused more than 95% loss of jadomycin production (Wang et al., 2001). FdmW is the first characterized in-cluster PPTase of ACPS type (Huang et al., 2006). Inactivation of *fdmW* resulted in ∼93% reduction of fredericamycin production in *S. griseus*, and FdmW preferred its cognate ACP *in vitro* in spite of its ability to phosphopantetheinylate various ACPs, making the authors to conclude FdmW a dedicated PPTase for fredericamycin biosynthesis. A recent study showed that a stand-alone Sfp-type PPTase is required for activation of the ACP of xanthomonadin which is biosynthesized by a type II PKS (Chen et al., 2022). While preparing the manuscript, a newly online study reported another in-cluster Sfp-type PPTase required for production of the aromatic polyketide rishirilide in *S. xanthophaeus* no2 (Zhang et al., 2022). In our study, inactivation and complementation of *gra-orf32* and overexpression of other characterized PPTase genes in *S. vietnamensis* demonstrated that Gra-ORF32 is a dedicated PPTase for granaticin biosynthesis. Further search against the database revealed that more than 50 uncharacterized type II PKSs harbor Sfp-type PPTase genes (Supplementary Figure S7). These results and together with previously reported studies (Wang et al., 2001; Huang et al., 2006; Chen et al., 2022; Zhang et al., 2022) suggested that many ACPs of type II PKSs require a specific PPTase rather than the FAS ACPS of the host for efficient phosphopantetheinylation *in vivo*. Some type II PKS pathways have evolved to accommodate a dedicated PPTase gene in their biosynthetic clusters while the others recruit a specific non-in-cluster Sfp-type PPTase for activation.

The Sfp-type PPTases exhibit a pseudodimeric fold with two structurally similar subdomains connected by a short polypeptide loop and are approximately twice of ACPS-type enzymes in size (∼230 *v. s.* ∼120 amino acids), which suggests that they evolved by gene duplication from an ACPS ancestor (Sánchez et al., 2001). Gra-ORF32 was initially predicted to consist of 218 amino acids, but this protein was dysfunctional in the complementation experiment. An extended version of the protein with 38 additional amino acids at the N terminus was proved to be active, suggesting that this additional Arg- and Pro-rich N terminus is necessary for activity. Similar situation was also reported in FdmW (Huang et al., 2006). Sequence alignment revealed that all cluster-situated PPTases of characterized type II PKSs possess this additional Arg- and Pro-rich N terminus (Supplementary Figure S16), indicating that it may be a common characteristic for type-II-PKS-dedicated PPTases and may play an important structural or functional role during the interactions of PPTases with the substrate ACPs. Although both ACPS-type and Sfp-type PPTases have been found to possess relatively broad substrate specificity (Beld et al., 2014), the “ancestral” ACPSs are usually involved in essential fatty acid biosynthesis while the “descendant” Sfp-type PPTases are involved in non-essential functions under normal conditions, such as biosynthesis of secondary metabolites. To test whether the *E. coli* FAS ACP whose cognate ACPS can efficiently activate the graACP is an effective substrate of the graACP’s cognate PPTase, we overexpressed *gra-orf32* in a conditionally ACPS-deficient *E. coli* mutant HT253. However, Gra-ORF32 could not functionally compensate *E. coli* FAS ACPS, which suggested that this Sfp-type PPTase has evolved to be functionally segregated from fatty acid biosynthesis.

*Streptomyces* species usually have potentials to produce more than twenty or even thirty secondary metabolites, many of which need one or more carrier protein(s) for biosynthesis. In contrast, the number of PPTases is typically less than 10, which is much less than that of carrier proteins, indicating that a PPTase can phosphopantetheinylate multiple carrier proteins. Previous study showed that a complicated interaction network between PPTases and their substrate carrier proteins exist in *S. tsukubaensis* L19, where PPTases could phosphopantetheinylate multiple carrier proteins and carrier proteins could also be activated by multiple PPTases (Wang et al., 2016). In the genome of *S. vietnamensis* GIMV4.0001, twelve discrete PPTase genes were predicted in total (Supplementary Table S3), which is much more than previously studied strains. A phylogenetic tree built with 292 entities showed that these PPTases were scattered across the tree (Supplementary Figure S17). We overexpressed all the eleven non-cognate PPTase genes in the mutant Δ*gra-orf32*. Although the graACP has its cognate PPTase, to our surprise, nine out of eleven non-cognate PPTases, including two ACPS and seven Sfp-type PPTases, could activate the graACP to produce granaticins to varied extents under the test condition. This indicated that ACPs of type II PKSs could also be widely recognized as effective substrates by phylogenetically distant Sfp-type PPTases.

Because ease of genetic manipulations and fast growth, researchers have showed strong interests to functionally reconstitute type II PKSs in *E. coli* (Park et al., 2020). However, *E. coli* is not a native polyketide producer, hence production of aromatic polyketides in *E. coli* remains challenging (Gao et al., 2021). One of the problems is the failure of phosphopantetheinylation of the ACPs from type II PKSs (Gao et al., 2021). Co-expression of a PPTase-encoding gene with the interested cluster is an effective strategy to overcome such issue, thus PPTases with broad substrate specificities are desperately needed. However, the well-known promiscuous PPTase, Sfp, was found incapable of phosphopantetheinylation of the ACP of kinamycin in *E. coli* (Liu et al., 2020), suggesting that Sfp has its limitations for activating ACPs of type II PKSs. In the current study, overexpression of both *E. coli* FAS *acpS* and the in-cluster PPTase genes of type II PKSs, *med-orf24* and *jadM*, could enable the Δ*gra-orf32* mutant to restore the granaticins production at levels of over 80% to that of the native PPTase-encoding *gra-orf32*. Med-ORF24 and JadM were clustered in different clades with Gra-ORF32 in the phylogenetic tree (Supplementary Figure S17), only sharing 25.4% and 22.3% identities with Gra-ORF32, respectively. This indicated that the phylogenetically distant in-cluster PPTases have potentials of broad substrate specificities to the ACPs of type II PKSs. Amongst the tested exogenous PPTases, the *E. coli* FAS ACPS showed the highest activity to activate the granaticins production. This result was consistent with the previous report, where co-expression of the *E. coli* FAS ACPS gene with the ACP genes of actinorhodin and griseusin in *E. coli* leading to high levels of production of active *holo*-ACPs (Cox et al., 1997). The results present here suggested that co-expression of the *E. coli* FAS *acpS* or an in-cluster PPTase-encoding gene of type II PKSs could efficiently activate the ACPs of the interested type II PKSs, which would facilitate the future functional reconstitutions of type II PKSs in *E. coli*.

Since the carrier proteins keep in inactive state until they are phosphopantetheinylated by PPTases, it is not surprising that PPTases serve as regulatory checkpoints, through post-translational modications, for biosynthesis of both the primary fatty acid and the secondary metabolites. A PPTase-based activation strategy has been developed to awaken the silent biosynthetic pathways of secondary metabolites (Zhang et al., 2017). However, the regulatory effects on the biosynthesis of secondary metabolites seems complicated. NysF, a Sfp-type PPTase, was reported to negatively regulate the nystatin biosynthesis (Volokhan et al., 2005), while overexpression of two promiscuous PPTase genes, *sfp* and *svp* in *S. alboniger* NRRL B-1832 led to activation of the production of puromycins whose biosynthesis doesn’t require the involvement of carrier protein (Yan et al., 2018). In the current study, although overexpression of both the FAS *acpS* gene of *S. vietnamensis* and most of other endogenous PPTase genes in the Δ*gra-orf32* mutant could activate the granaticins production, deletion of *gra-orf32* resulted in trace production of granaticins, which clearly showed that the activities of PPTases were strictly regulated. By combining the transcriptome data with the overexpression results, regulations at transcription level can be easily identified since most PPTase genes were transcriptionally low-active or inactive under normal physiological conditions while overexpression of these endogenous PPTase genes led to significant activation of the granaticins production in the Δ*gra-orf32* mutant. However, regulation at the transcriptional level is not sufficient to explain what we have observed. 

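By mean FPKM, the FAS ACPS gene SVTN_RS23020 ranked 1 of the 11 PPTase genes with values on YEME plates and 2 on ISP2 plates, where SVTN_RS03505 ranked 1. The order of these 2 genes was the same in each of the 3 libraries of a medium. When ranked by reads scaled to the library but not to the gene length, SVTN_RS23020, a short gene of 369 bases, stayed at rank 1 on YEME plates and fell to 3 on ISP2 plates, behind SVTN_RS28640. Over all 6 libraries the mean was 40.1 FPKM for SVTN_RS23020 and 43.2 FPKM for SVTN_RS03505, and no test between genes was made.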

Transcriptome analysis showed that the transcription level of *SVTN_RS23020* was top-ranked amongst all endogenous PPTase genes in the Δ*gra-orf32* mutant (Figure 3D), which is consistent with its crucial role in the primary metabolism. Thus, one could envisage that a quantity of the SVTN_RS23020 protein enough to support the growth constantly exists in the cell until at least the plateau growth stage. Previous *in vitro* activation of the graACP by the *E. coli* ACPS (Gehring et al., 1997) and *in vivo* activation of the granaticins production in the Δ*gra-orf32* mutant by overexpressing the FAS ACPS gene (*SVTN_RS23020*) of *S. vietnamensis* in the current study indicated that the graACP is an efficient substrate for a variety of FAS ACPSs, which means that the graACP is a competing substrate for the FAS ACPS of *S. vietnamensis*. However, the Δ*gra-orf32* mutant only produced a trace amount of granaticins, suggesting that the catalytic activity of the FAS ACPS (SVTN_RS23020) was almost segregated from the graACP under natural physiological conditions. The potential spatial-temporal expression differences might contribute to, but could not achieve such activity segregation alone since the similar situation happened in the biosynthesis of the closely related actinorhodin, in which the FAS ACPS (SCO4744) of *S. coelicolor* could efficiently activate the ACPs of both fatty acid and actinorhodin *in vivo* (Cox et al., 2002). Regulation at the protein-protein interaction level might be an alternative explanation. However, when only the competition between the ACP substrates is considered, a similar unsatisfactory situation emerges. The biosynthesis of actinorhodin can be efficiently activated without a dedicated PPTase, while the biosynthesis of granaticin cannot. The differences in substrate competitiveness may contribute to, but cannot make such activity disparity alone since, as mentioned above, the ACPs of granaticin and actinorhodin are both efficient substrates for the FAS ACPSs of their own hosts. A recent structural study showed that the *E. coli* ACPS and its *holo*-ACP product can form hexamers with 3:3 stoichiometry and the ACPS binds the *holo*-ACP product much more tightly than the substrate *apo*-ACP, leading the authors to hypothesize that fatty acid biosynthesis can be regulated by interaction between the ACPSs with their *holo*-ACP products (Marcella et al., 2017). Our observations favored this hypothesis. If the FAS ACPS binds the *holo*-ACP product with much higher affinity in *S. vietnamensis*, the probability of binding the graACP for the FAS ACPS may decline exponentially, which will result in trace production of granaticins in the Δ*gra-orf32* mutant.

Crosstalk between pathways has been widely reported at both regulatory and structural genes levels (Cano-Prieto et al., 2015; Chater, 2016; Losada et al., 2017). Crosstalk between the exogenous biosynthetic gene cluster and the host native pathway has also been reported (Zhao et al., 2016). In our study, the Δ*gra-orf32* mutant produced much more granaticins on ISP2 plates than on YEME plates. KEGG enrichment analysis of the RNA-seq data revealed that the *gra* pathway itself and a kinamycin-like type II PKS pathway were significantly enriched when this mutant was cultivated on ISP2 plates. Further gene disruption experiments suggested crosstalk between these two type II PKS pathways was the main reason for the elevated production of granaticins. However, whether crosstalk happed between the KS of granaticin and the ACP of the kinamycin-like pathway or between the downstream enzymes of granaticin and the KS of the kinamycin-like pathway remains to be investigated.

In summary, we identified Gra-ORF32 as an in-cluster PPTase that is dedicated for granaticin biosynthesis by gene disruption and complementation and overexpression of other characterized PPTase genes in *S. vietnamensis*, and the Arg- and Pro-rich N terminus was found to be crucial for the catalytic activity. This specific PPTase is inactive for the FAS ACP, indicating that it has evolved to be functionally segregated from fatty acid biosynthesis. Overexpression of endogenous PPTase genes indicated that ACPs of type II PKSs could be widely recognized as effective substrates by phylogenetically distant Sfp-type PPTases. Both the FAS ACPSs and homologous in-cluster PPTases of type II PKSs were proved to be able to activate the ACP of granaticin *in vivo* with high efficiency, but only Gra-ORF32 could efficiently activate the granaticins production in the wild type strain under natural physiological conditions, indicating that the activity of the FAS ACPS was strictly regulated, possibly by binding the FAS *holo*-ACP product with high affinity. Our findings would contribute to a more comprehensive understanding of how the ACPs of type II PKSs are activated and facilitate the future functional reconstitutions of type II PKSs in *E. coli*.

## Data Availability

The raw data for RNA-seq were deposited into the NCBI GEO database under the accession number GSE219231. Other datasets generated for this study are included in the article/Supplementary Material.

# Supplementary material for: An in-cluster Sfp-type phosphopantetheinyl transferase instead of the holo-ACP synthase activates the granaticin biosynthesis under natural physiological conditions
**Source:** Front Chem. 2022 Dec 22;10:1112362. doi: 10.3389/fchem.2022.1112362
**Supplement:** Supplementary file 1

**An in-cluster Sfp-type phosphopantetheinyl transferase instead of the *holo*-ACP synthase activates the granaticin biosynthesis under natural physiological conditions**

**Ming-Rong Deng<sup>\*</sup>, Sin Yu Chik, Yan Li, Honghui Zhu<sup>\*</sup>**

Key Laboratory of Agricultural Microbiomics and Precision Application (MARA), Guangdong Provincial Key Laboratory of Microbial Culture Collection and Application, Key Laboratory of Agricultural Microbiome (MARA), State Key Laboratory of Applied Microbiology Southern China, Institute of Microbiology, Guangdong Academy of Sciences, Guangzhou, People's Republic of China

Ming-Rong Deng

Honghui Zhu

**Supplementary Table S1.** Strains and plasmids used or generated in this study.

| Strain/ plasmid                                            | Description                                                                                                                                                                            | Source<br>(Reference)  |
|------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|
| <b>Strain</b>                                              |                                                                                                                                                                                        |                        |
| <i>E. coli</i>                                             |                                                                                                                                                                                        |                        |
| NEB turbo                                                  | <i>E. coli</i> host for general cloning                                                                                                                                                | New England Biolabs    |
| ET12567/pUZ8002                                            | Methylation-deficient <i>E. coli</i> host for intergeneric conjugation                                                                                                                 | (MacNeil et al., 1992) |
| HT253                                                      | W3110 pdxJ8::ΔTn10                                                                                                                                                                     | (Takiff et al., 1992)  |
| HT253/pET28b+                                              | HT253 carrying the blank plasmid pET28b(+) as a control                                                                                                                                | This study             |
| HT253/ <i>gra-orf32</i>                                    | HT253 carrying the recombinant plasmid pET28b- <i>gra-orf32</i>                                                                                                                        | This study             |
| HT253/ <i>SVTN_RS23020</i>                                 | HT253 carrying the recombinant plasmid pET28b- <i>SVTN_RS23020</i>                                                                                                                     | This study             |
| HT253/ <i>SVTN_RS21115</i>                                 | HT253 carrying the recombinant plasmid pET28b- <i>SVTN_RS21115</i>                                                                                                                     | This study             |
| <i>Streptomyces</i>                                        |                                                                                                                                                                                        |                        |
| <i>S. vietnamensis</i><br>GIMV4.0001                       | wild type strain                                                                                                                                                                       | (Zhu et al., 2007)     |
| Δ <i>gra-orf32</i>                                         | in-frame deletion of <i>gra-orf32</i>                                                                                                                                                  | This study             |
| Δ <i>gra-orf32::gra-orf32</i>                              | the complementary strain of the Δ <i>gra-orf32</i> mutant                                                                                                                              | This study             |
| Δ <i>gra-orf32</i> Δ <i>pig-pks</i>                        | in-frame deletion of the minimal PKS genes ( <i>ks</i> , <i>clf</i> and <i>acp</i> ) of the predicted spore pigment in the genetic background of <i>gra-orf32</i> deletion             | This study             |
| Δ <i>gra-orf32</i> Δ <i>kina-like-pks</i>                  | in-frame deletion of the minimal PKS genes ( <i>ks</i> , <i>clf</i> and <i>acp</i> ) of the predicted kinamycin-like cluster in the genetic background of <i>gra-orf32</i> deletion    | This study             |
| Δ <i>gra-orf32</i> Δ <i>kina-like-pks</i> Δ <i>pig-pks</i> | in-frame deletion of the minimal PKS genes ( <i>ks</i> , <i>clf</i> and <i>acp</i> ) of the predicted spore pigment using Δ <i>gra-orf32</i> Δ <i>kina-like-pks</i> as a parent strain | This study             |
| Δ <i>gra-orf32::pSETAT-KasOp*</i>                          | Δ <i>gra-orf32</i> mutant integrated with the blank vector pSETAT-KasOp* as control                                                                                                    | This study             |
| Δ <i>gra-orf32::SVTN_RS01930</i>                           | Δ <i>gra-orf32</i> mutant with overexpression of <i>SVTN_RS01930</i>                                                                                                                   | This study             |
| Δ <i>gra-orf32::SVTN_RS03490</i>                           | Δ <i>gra-orf32</i> mutant with overexpression of <i>SVTN_RS03490</i>                                                                                                                   | This study             |
| Δ <i>gra-orf32::SVTN_RS03505</i>                           | Δ <i>gra-orf32</i> mutant with overexpression of <i>SVTN_RS03505</i>                                                                                                                   | This study             |

|                                               |                                                                                                                                                                      |                           |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------|
| $\Delta gra-$<br><i>orf32::SVTN_RS03565</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS03565</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS21115</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS21115</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS23020</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS23020</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS28640</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS28640</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS28710</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS28710</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS28805</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS28805</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS28845</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS28845</i>                                                                                              | This study                |
| $\Delta gra-$<br><i>orf32::SVTN_RS32290</i>   | $\Delta gra-orf32$ mutant with overexpression of<br><i>SVTN_RS32290</i>                                                                                              | This study                |
| $\Delta gra-orf32::acpS-$<br><i>E.coli</i>    | $\Delta gra-orf32$ mutant with overexpression of the<br>acyl carrier protein synthase gene <i>acpS</i> from the<br>fatty acid biosynthetic pathway of <i>E. coli</i> | This study                |
| $\Delta gra-orf32::sfp-$<br><i>B.subtilis</i> | $\Delta gra-orf32$ mutant with overexpression of the<br>pptase gene <i>sfp</i> from the surfactin biosynthetic<br>pathway of <i>Bacillus subtilis</i>                | This study                |
| $\Delta gra-orf32::jadM$                      | $\Delta gra-orf32$ mutant with overexpression of the<br>predicted pptase gene <i>jadM</i> from the jadomycin<br>biosynthetic pathway                                 | This study                |
| $\Delta gra-orf32::med-orf24$                 | $\Delta gra-orf32$ mutant with overexpression of the<br>predicted pptase gene <i>med-orf24</i> from the<br>medermycin biosynthetic pathway                           | This study                |
| <b>Plasmid</b>                                |                                                                                                                                                                      |                           |
| pKC1139                                       | Apr <sup>r</sup> , temperature sensitive vector used for<br>construction of the disruption plasmid of the <i>gra-</i><br><i>orf32</i> gene                           | (Bierman et al.,<br>1992) |
| pYH7                                          | Apr <sup>r</sup> , vector for construction of the disruption<br>plasmids of the predicted kinamycin-like and<br>spore-pigment minimal PKS genes                      | (Sun et al., 2006)        |
| pSETAT-KasOp*                                 | Amp <sup>r</sup> , Thio <sup>r</sup> , pSET152-based and derived from<br>the plasmid pSET-KasOp*, containing the<br>promoter KasOp*                                  | (Pan et al., 2017)        |
| pKC- $\Delta gra-orf32$                       | Apr <sup>r</sup> , in-frame deletion plasmid used for<br>construction of the $\Delta gra-orf32$ mutant                                                               | This study                |
| pYH- $\Delta pig-pks$                         | Apr <sup>r</sup> , in-frame deletion plasmid used for<br>construction of the $\Delta gra-orf32\Delta pig-pks$ mutant                                                 | This study                |

|                             |                                                                                                                                                                                                                                                          |            |
|-----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| pYH- $\Delta$ kina-like-pks | Amp <sup>r</sup> , in-frame deletion plasmid used for construction of the $\Delta$ gra-orf32 $\Delta$ kina-like-pks mutant                                                                                                                               | This study |
| pSETAT-gra-orf32            | Amp <sup>r</sup> , Thio <sup>r</sup> , complementary plasmid used for re-introduction of <i>gra-orf32</i> into the $\Delta$ gra-orf32 mutant                                                                                                             | This study |
| pSETAT-SVTN_RS01930         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS01930</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS03490         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS03490</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS03505         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS03505</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS03565         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS03565</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS21115         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS21115</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS23020         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS23020</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS28640         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS01930</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS28710         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS28710</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS28805         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS28805</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS28845         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS28845</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-SVTN_RS32290         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of <i>SVTN_RS32290</i> in the $\Delta$ gra-orf32 mutant                                                                                                       | This study |
| pSETAT-acpS-Ec              | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of the <i>holo</i> acyl carrier protein synthase gene <i>acpS</i> from the fatty acid biosynthetic pathway of <i>E. coli</i> in the $\Delta$ gra-orf32 mutant | This study |

|                     |                                                                                                                                                                                                                               |                             |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------|
| pSETAT-sfp-Bs       | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of the pptase gene <i>sfp</i> from the surfactin biosynthetic pathway of <i>Bacillus subtilis</i> in the $\Delta gra-orf32$ mutant | synthesized by Azenta China |
| pSETAT-jadM         | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of the predicted pptase gene <i>jadM</i> from jadomycin biosynthetic pathway in the $\Delta gra-orf32$ mutant                      | synthesized by Azenta China |
| pSETAT-med-orf24    | Amp <sup>r</sup> , Thio <sup>r</sup> , pSETAT-KasOp*-based plasmid used for overexpression of the predicted pptase gene <i>med-orf24</i> from medermycin biosynthetic pathway in the $\Delta gra-orf32$ mutant                | synthesized by Azenta China |
| pET28b (+)          | Km <sup>r</sup> , vector for expression of N-terminally 6xHis-tagged proteins with T7 promoter                                                                                                                                | Novagen                     |
| pET28b-gra-orf32    | Km <sup>r</sup> , pET28b(+) carrying the <i>gra-orf32</i> gene                                                                                                                                                                | synthesized by Azenta China |
| pET28b-SVTN_RS23020 | Km <sup>r</sup> , pET28b(+) carrying the <i>SVTN_RS23020</i> gene                                                                                                                                                             | synthesized by Azenta China |
| pET28b-SVTN_RS21115 | Km <sup>r</sup> , pET28b(+) carrying the <i>SVTN_RS21115</i> gene                                                                                                                                                             | synthesized by Azenta China |

**Supplementary Table S2.** Primers used in this study.

| Primer       | Nucleotide Sequence (5'-3')                               | Description                                                                                                                              |
|--------------|-----------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| KC-orf32LF   | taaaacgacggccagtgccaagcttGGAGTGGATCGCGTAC<br>AAGC         | Used for<br>amplification of<br>the homologous<br>arms for the <i>Δgra-<br/>orf32</i> mutant<br>construction                             |
| KC-orf32LR   | catcgctggcGTCCTCGACGGTGCCGTG                              |                                                                                                                                          |
| KC-orf32RF   | cgtcgaggacGCCGACGATGAGCCAGTTC                             |                                                                                                                                          |
| KC-orf32RR   | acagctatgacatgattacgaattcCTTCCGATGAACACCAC<br>CC          |                                                                                                                                          |
| YH-PigpksLF  | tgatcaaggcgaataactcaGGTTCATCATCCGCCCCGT<br>GGGACT         | Used for<br>amplification of<br>the homologous<br>arms for<br>construction of<br>the disruption<br>plasmid pYH-<br><i>Δpig-pks</i>       |
| YH-PigpksLR  | cgttggtgacCGGCGGGTCACTCGAGGG                              |                                                                                                                                          |
| YH-PigpksRF  | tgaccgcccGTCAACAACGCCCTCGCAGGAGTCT                        |                                                                                                                                          |
| YH-PigpksRR  | cgtcgacctgcaggcatgcAAGACCGAACC GCGCACCC<br>TGCGACGCCTGCTG |                                                                                                                                          |
| YH-kinapksLF | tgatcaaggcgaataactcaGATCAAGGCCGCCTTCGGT<br>GGT            | Used for<br>amplification of<br>the homologous<br>arms for<br>construction of<br>the disruption<br>plasmid pYH-<br><i>Δkina-like-pks</i> |
| YH-kinapksLR | aggcggcgcgAACCCGTCGCCCCGGTCA                              |                                                                                                                                          |
| YH-kinapksRF | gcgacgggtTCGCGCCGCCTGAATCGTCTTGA                          |                                                                                                                                          |
| YH-kinapksRR | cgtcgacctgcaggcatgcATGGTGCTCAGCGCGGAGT<br>GCACGTACGCG     |                                                                                                                                          |
| COM-orf32F   | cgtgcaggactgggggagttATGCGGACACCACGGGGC<br>CGAG            | Used for<br>construction of<br>the<br>complementary<br>plasmid pSETAT-<br><i>gra-orf32</i>                                               |
| COM-orf32R   | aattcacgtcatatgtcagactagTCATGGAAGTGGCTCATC<br>GTCGGCTGAG  |                                                                                                                                          |
| COM-RS01930F | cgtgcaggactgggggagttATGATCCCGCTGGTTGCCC<br>C              | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS01930                                                                    |
| COM-RS01930R | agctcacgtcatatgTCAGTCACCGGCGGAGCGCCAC                     |                                                                                                                                          |
| COM-RS03490F | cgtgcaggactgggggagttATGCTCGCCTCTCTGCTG                    | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS03490                                                                    |
| COM-RS03490R | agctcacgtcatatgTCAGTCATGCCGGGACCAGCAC                     |                                                                                                                                          |
| COM-RS03565F | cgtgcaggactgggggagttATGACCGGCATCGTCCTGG<br>TG             | Used for<br>construction of                                                                                                              |

|                              |                                                                                          |                                                                       |
|------------------------------|------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|
| COM-RS03565R                 | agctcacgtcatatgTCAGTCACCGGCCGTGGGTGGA<br>G                                               | the plasmid<br>pSETAT-<br>SVTN_RS03565                                |
| COM-RS03505F<br>COM-RS03505R | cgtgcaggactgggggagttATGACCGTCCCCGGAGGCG<br>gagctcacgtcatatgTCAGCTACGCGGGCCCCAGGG         | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS03505 |
| COM-RS21115F<br>COM-RS21115R | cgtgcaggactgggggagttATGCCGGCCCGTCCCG<br>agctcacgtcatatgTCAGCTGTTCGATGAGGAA<br>GGGGTG     | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS21115 |
| COM-RS23020F<br>COM-RS23020R | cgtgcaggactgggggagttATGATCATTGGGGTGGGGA<br>TCGA<br>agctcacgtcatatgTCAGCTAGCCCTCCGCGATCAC | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS23020 |
| COM-RS28640F<br>COM-RS28640R | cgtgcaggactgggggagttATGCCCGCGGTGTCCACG<br>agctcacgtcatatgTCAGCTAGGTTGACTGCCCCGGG<br>G    | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS28640 |
| COM-RS28710F<br>COM-RS28710R | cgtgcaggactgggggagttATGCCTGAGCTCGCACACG<br>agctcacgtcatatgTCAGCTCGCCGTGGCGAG             | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS28710 |
| COM-RS28805F<br>COM-RS28805R | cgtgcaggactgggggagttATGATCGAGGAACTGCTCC<br>CGTC<br>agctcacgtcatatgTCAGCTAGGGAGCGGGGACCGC | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_R28805  |
| COM-RS28845F<br>COM-RS28845R | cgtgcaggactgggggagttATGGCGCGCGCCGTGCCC<br>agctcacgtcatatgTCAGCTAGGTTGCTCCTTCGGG<br>GCCG  | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS28845 |
| COM-RS32290F<br>COM-RS32290R | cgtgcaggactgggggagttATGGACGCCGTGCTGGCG<br>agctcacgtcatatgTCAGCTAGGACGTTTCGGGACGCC<br>GAG | Used for<br>construction of<br>the plasmid<br>pSETAT-<br>SVTN_RS32290 |

|               |                          |                                                                                                         |
|---------------|--------------------------|---------------------------------------------------------------------------------------------------------|
| 152-psf-F     | CGCCAGGGTTTTCCCAGTCAC    | Sequencing primers for pSETAT-KasOp* based plasmids                                                     |
| 152-psf-R     | TGCTTCCGGCTCGTATGTTGTG   |                                                                                                         |
| YH7seqF       | CGATCGAGGTCGGGGAGTCC     | Sequencing primers for pYH7 based plasmids                                                              |
| YH7seqR       | GAAGCAGGGTTATGCAGCGG     |                                                                                                         |
| V-psetat-F    | GCGCAACTGTTGGGAAGGGC     | Used for PCR confirmation of the genotype of the <i>Δgra-orf32</i> mutant carrying various pptase genes |
| V-psetat-R    | CACTCATTAGGCACCCCAGGCTT  |                                                                                                         |
| V32LOF        | CTGGAGATGGACACCGTCA      | Used for PCR confirmation of the genotype of the <i>Δgra-orf32</i> mutant                               |
| V32RIR        | TTCCGGTCATGTGGGTCT       |                                                                                                         |
| V32LIF        | GGCGGCCGTTGCTCGTGCA      |                                                                                                         |
| V32ROR        | CGTTTTCCGCGGACCGACG      |                                                                                                         |
| V-kinapks-OF1 | CGCCGCAGGCCATTCGTGAT     | Used for PCR confirmation of the genotype of the <i>Δgra-orf32Δkina-like-pks</i> mutant                 |
| V-kinapks-IF2 | TCGAGAAGGCCAAGTCCGACCCG  |                                                                                                         |
| V-kinapks-IR3 | TGGCCGAGGCGAGGCCGATG     |                                                                                                         |
| V-kinapks-OR4 | TGCTCGGCGTAGCCCTTGGC     |                                                                                                         |
| V-pigpks-OF1  | TCATCGATGGCCTCCAGCGT     | Used for PCR confirmation of the genotype of the <i>Δgra-orf32Δpig-pks</i> mutant                       |
| V-pigpks-IF2  | TCTTCCACCTGGGGCCGCTC     |                                                                                                         |
| V-pigpks-IR3  | GGTGATGCTGTTGTTCGGTGTGTC |                                                                                                         |
| V-pigpks-OR4  | ACGCGCCCATGACCGTGGAG     |                                                                                                         |

**Supplementary Table S3.** List of the putative genes of 4'-phosphopantetheinyl transferase in the genome of *S. vietnamensis* GIMV4.0001.

| Number | Gene ID      | Amino acids | Description                        | Location              | Type of predicted pathway  | Closest product |
|--------|--------------|-------------|------------------------------------|-----------------------|----------------------------|-----------------|
| 1      | SVTN_RS01930 | 246         | 4'-phosphopantetheinyl transferase | 412,960 – 413,697     | terpene, NRPS              | glycinocin A    |
| 2      | SVTN_RS03490 | 223         | 4'-phosphopantetheinyl transferase | 817,499 – 818,170     | T1PKS, NRPS, butyrolactone | salinomycin     |
| 3      | SVTN_RS03505 | 282         | 4'-phosphopantetheinyl transferase | 819,690 – 820,538     | T1PKS, NRPS, butyrolactone | salinomycin     |
| 4      | SVTN_RS03565 | 241         | 4'-phosphopantetheinyl transferase | 834,325 – 835,050     | T1PKS, NRPS, butyrolactone | salinomycin     |
| 5      | SVTN_RS18755 | 218         | 4'-phosphopantetheinyl transferase | 4,175,584 – 4,247,409 | T2PKS                      | granaticin      |
| 6      | SVTN_RS21115 | 147         | holo-ACP synthase                  | 4,703,192 – 4,703,635 | NRPS-like                  | lankamycin      |
| 7      | SVTN_RS23020 | 122         | holo-ACP synthase                  | 5,095,059 – 5,095,427 | -                          | -               |
| 8      | SVTN_RS28640 | 296         | 4'-phosphopantetheinyl transferase | 6,371,518 – 6,372,408 | T2PKS, NRPS, T1PKS         | kinamycin       |
| 9      | SVTN_RS28710 | 247         | 4'-phosphopantetheinyl transferase | 6,385,933 – 6,386,676 | T2PKS, NRPS, T1PKS         | kinamycin       |
| 10     | SVTN_RS28805 | 220         | 4'-phosphopantetheinyl transferase | 6,414,427 – 6,415,089 | T2PKS, NRPS, T1PKS         | kinamycin       |
| 11     | SVTN_RS28845 | 216         | 4'-phosphopantetheinyl transferase | 6,421,559 – 6,422,209 | T2PKS, NRPS, T1PKS         | kinamycin       |
| 12     | SVTN_RS32290 | 266         | 4'-phosphopantetheinyl transferase | 7,213,387 – 7,214,187 | NRPS                       | enduracidin     |

**Supplementary Figure 1.** Sequence of the codon-optimized *acpS* from the fatty acid biosynthetic pathway of *E. coli* for expression in *Streptomyces*.

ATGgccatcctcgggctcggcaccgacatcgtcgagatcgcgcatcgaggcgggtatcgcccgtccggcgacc  
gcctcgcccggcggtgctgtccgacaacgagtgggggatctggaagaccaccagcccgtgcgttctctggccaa  
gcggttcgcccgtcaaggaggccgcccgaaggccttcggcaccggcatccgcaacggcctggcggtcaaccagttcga  
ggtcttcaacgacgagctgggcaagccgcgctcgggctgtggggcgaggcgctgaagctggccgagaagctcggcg  
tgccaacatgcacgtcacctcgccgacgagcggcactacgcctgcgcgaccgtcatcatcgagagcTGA

**Supplementary Figure 2.** Sequence of the codon-optimized *sfp* from the surfactin biosynthetic pathway of *Bacillus subtilis* for expression in *Streptomyces*.

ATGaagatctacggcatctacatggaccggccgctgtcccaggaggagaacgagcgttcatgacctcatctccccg  
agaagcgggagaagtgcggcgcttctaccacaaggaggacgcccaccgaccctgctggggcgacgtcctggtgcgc  
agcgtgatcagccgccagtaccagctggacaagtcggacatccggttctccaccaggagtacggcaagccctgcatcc  
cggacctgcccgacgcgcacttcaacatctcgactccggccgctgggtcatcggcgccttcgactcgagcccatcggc  
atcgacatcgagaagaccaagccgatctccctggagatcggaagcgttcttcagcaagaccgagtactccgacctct  
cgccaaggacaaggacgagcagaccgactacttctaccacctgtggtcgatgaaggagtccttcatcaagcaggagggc  
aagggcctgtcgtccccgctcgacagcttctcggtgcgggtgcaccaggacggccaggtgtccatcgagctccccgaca  
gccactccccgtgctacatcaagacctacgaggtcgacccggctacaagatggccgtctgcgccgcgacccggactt  
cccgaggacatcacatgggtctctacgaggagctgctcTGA

**Supplementary Figure 3.** Sequence of the codon-Optimized *gra-orf32* for expression in *E. coli*.

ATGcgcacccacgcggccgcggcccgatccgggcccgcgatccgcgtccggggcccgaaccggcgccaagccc  
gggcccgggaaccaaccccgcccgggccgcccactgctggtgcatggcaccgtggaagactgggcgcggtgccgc  
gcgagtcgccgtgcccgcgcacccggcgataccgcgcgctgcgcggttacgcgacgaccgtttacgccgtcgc  
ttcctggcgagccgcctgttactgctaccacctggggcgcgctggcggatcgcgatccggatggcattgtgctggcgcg  
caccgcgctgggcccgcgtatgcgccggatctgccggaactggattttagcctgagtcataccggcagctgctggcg  
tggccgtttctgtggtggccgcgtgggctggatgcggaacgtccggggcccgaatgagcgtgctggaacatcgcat  
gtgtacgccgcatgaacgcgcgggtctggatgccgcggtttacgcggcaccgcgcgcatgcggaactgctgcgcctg  
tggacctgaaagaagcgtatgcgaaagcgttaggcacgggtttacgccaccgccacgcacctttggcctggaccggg  
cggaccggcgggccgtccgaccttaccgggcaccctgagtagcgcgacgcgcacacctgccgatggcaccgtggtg  
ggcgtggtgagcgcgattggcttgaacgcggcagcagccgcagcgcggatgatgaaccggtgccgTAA

**Supplementary Figure 4.** Sequence of the codon-optimized *SVTN\_RS23020* for expression in *E. coli*.

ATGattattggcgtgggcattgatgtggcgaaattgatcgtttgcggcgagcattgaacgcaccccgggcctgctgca  
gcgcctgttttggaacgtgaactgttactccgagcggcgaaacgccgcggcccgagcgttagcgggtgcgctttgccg  
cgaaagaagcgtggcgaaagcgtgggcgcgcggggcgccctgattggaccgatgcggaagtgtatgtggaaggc  
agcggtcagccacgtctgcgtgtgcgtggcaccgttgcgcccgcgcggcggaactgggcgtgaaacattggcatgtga  
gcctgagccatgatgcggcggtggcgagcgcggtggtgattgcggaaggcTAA

**Supplementary Figure 5.** Sequence of the codon-optimized *SVTN\_RS21115* for expression in *E. coli*.

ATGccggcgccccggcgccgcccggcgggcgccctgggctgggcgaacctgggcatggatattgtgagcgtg  
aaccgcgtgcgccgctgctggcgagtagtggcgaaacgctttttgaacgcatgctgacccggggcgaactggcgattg  
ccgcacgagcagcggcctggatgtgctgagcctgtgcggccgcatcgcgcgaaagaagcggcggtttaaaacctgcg  
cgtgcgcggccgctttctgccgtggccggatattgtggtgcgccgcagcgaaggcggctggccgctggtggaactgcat  
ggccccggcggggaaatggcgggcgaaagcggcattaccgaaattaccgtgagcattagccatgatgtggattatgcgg  
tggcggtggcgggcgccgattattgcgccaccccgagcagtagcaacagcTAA

**Supplementary Figure 6.** the partial biosynthetic cluster of granaticin showing the extended open reading frame of *gra-orf32* in *S. vietnamensis* GIMV4.0001.

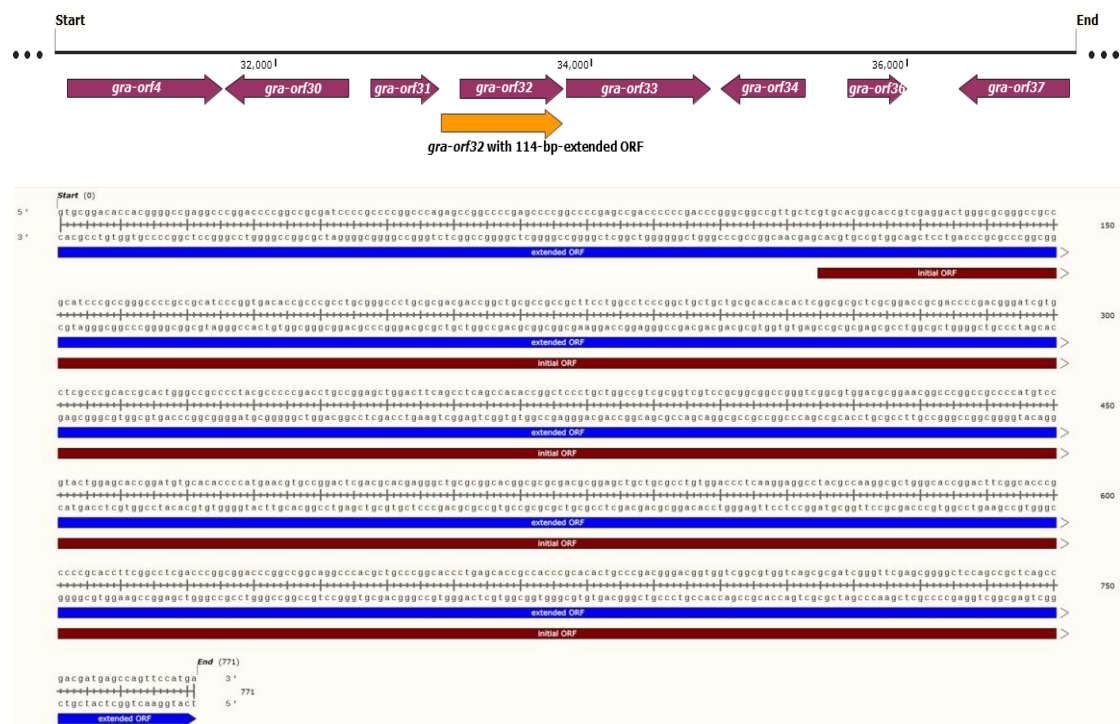

**Supplementary Figure 7.** Type II PKS clusters associated with Sfp-type PPTase genes. The EFI-EST and EFI-GNT tools (Zallot et al., 2019) were used to do this analysis with Gra-ORF32 used as query protein. E-value and neighbourhood size were set as 5 and 15, respectively. The retrieved clusters were manually checked. The graphic was edited by Inkscape editor for display.

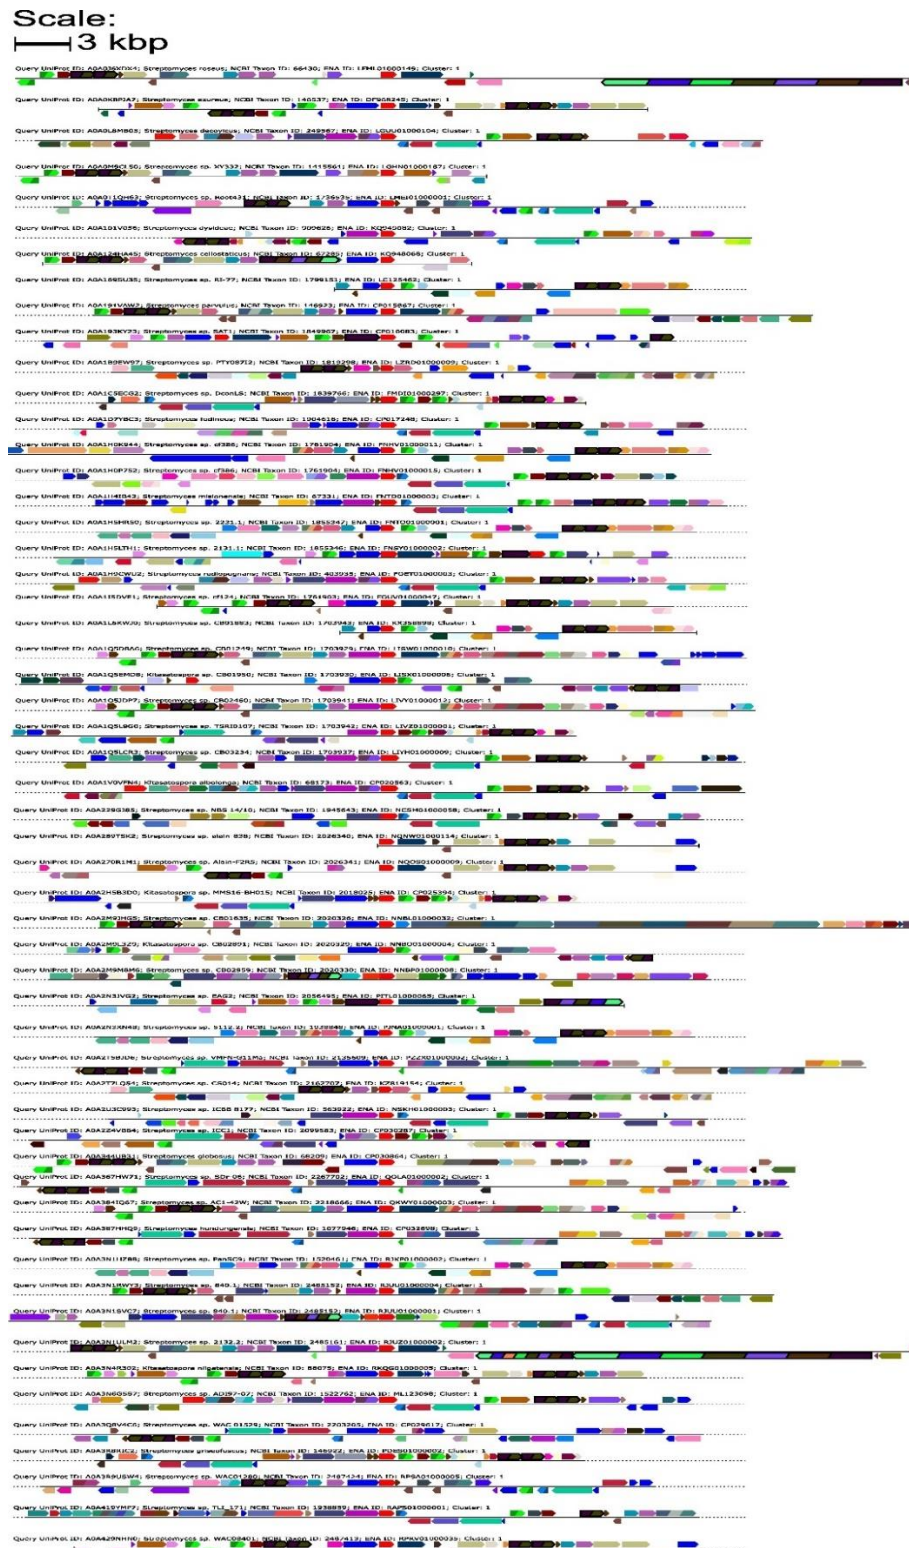

**Supplementary Figure 8.** Construction of the in-frame deletion mutant strain  $\Delta gra-orf32$  (*SVTN\_RS18755*) and confirmation of its genotype by PCR analysis. **(A)** Schematic representation for the deletion of  $\Delta gra-orf32$  (*SVTN\_RS18755*) of *Streptomyces vietnamensis* GIMV4.0001 by homologous recombination. Three sets of primers were used to verify the expected in-frame deletion. The fragments amplified with V32LOF/V32RIR, V32LIF/V32ROR or V32LIF/V32RIR from the wild type strain (GIMV4.0001) are 2536, 2387 and 700 bp, respectively. Those from the mutant strain ( $\Delta gra-orf32$ ) are 1924, 17557 and 88 bp, respectively. Primers V32LOF and V32ROR stand outside of the homologous arms. **(B)** PCR verification of the in-frame deletion mutant strain  $\Delta gra-orf32$ . w, wild type; m, mutant. Lane 1 and 11, DNA marker DL5000; lane 2, 3 and 4, products amplified with V32LOF/V32RIR; lane 5, 6 and 7, products amplified with V32LIF/V32ROR; lane 8, 9 and 10, products amplified with V32LIF/V32RIR.

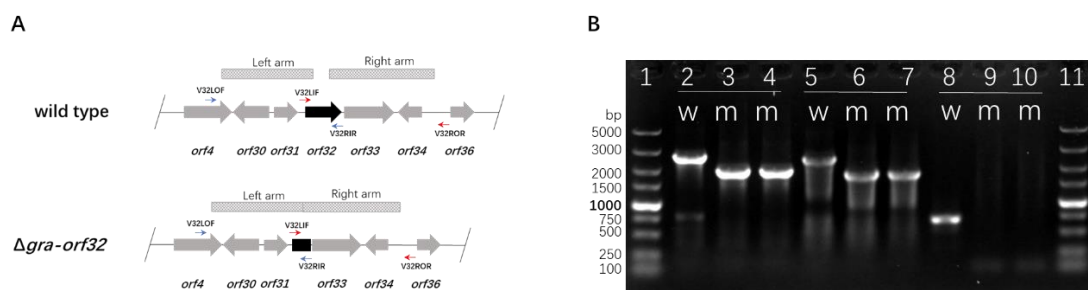

**Supplementary Figure 9.** Cultures of the deletion and complementation strains of *gra-orf32*.

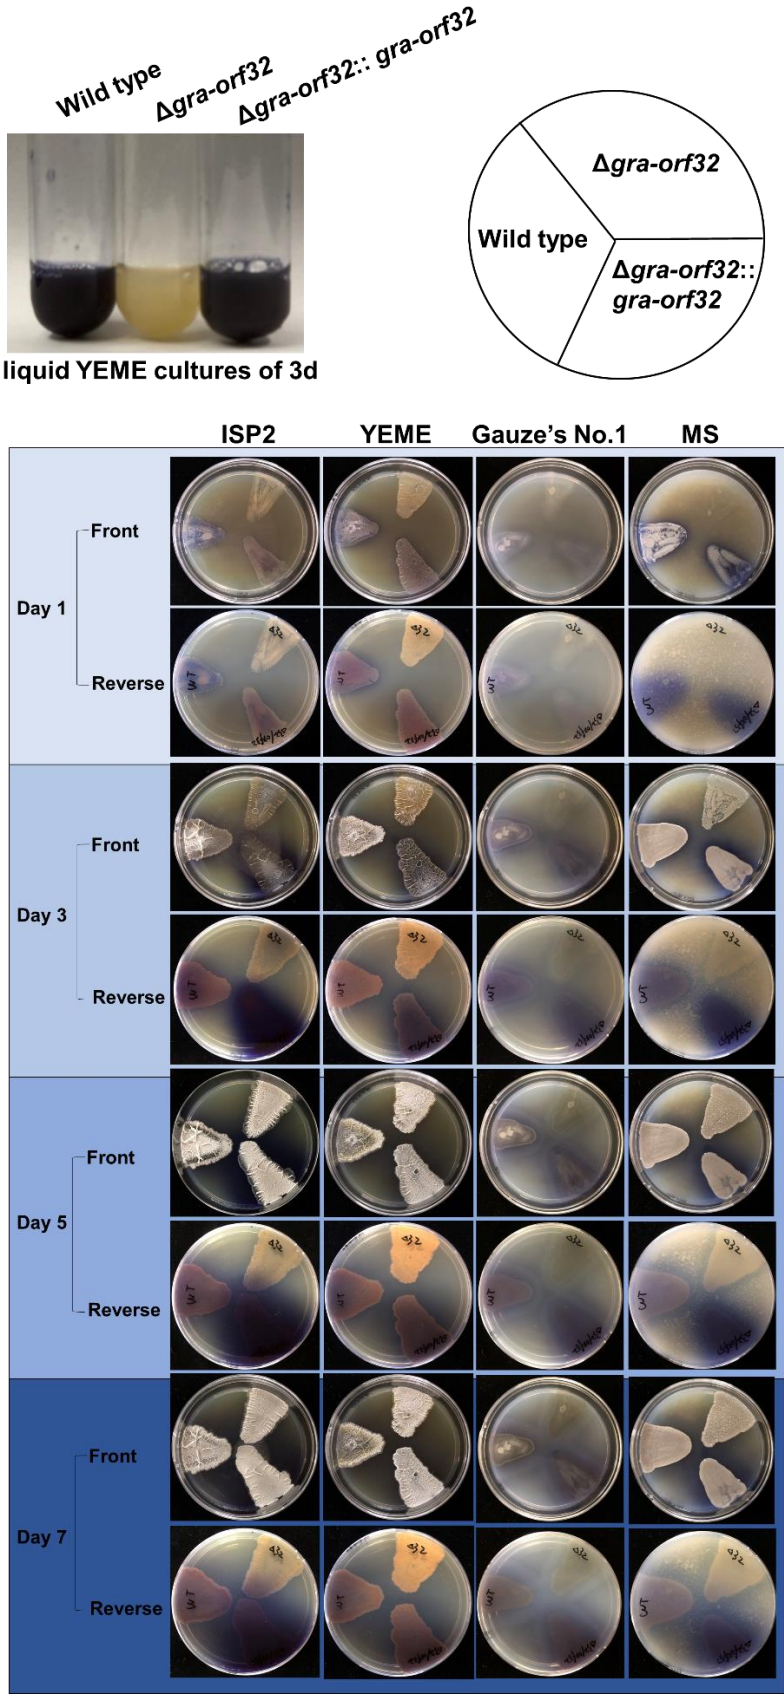

**Supplementary Figure 10.** PCR verification of complementation of the *gra-orf32* gene and overexpression of other endogenous PPTase genes in the mutant strain  $\Delta$ *gra-orf32*. Lane 1, DNA marker DL2000; Lane 2, strain with introduction of the blank plasmid pSETAT-KasOp\* as a control; Lanes 3 to 5, three separate clones with the desired PPTase genes under the strong promoter KasOp\* as indicated on top of each electrophoregram. Vpsetat-F/Vpsetat-F were used as the primer pair.

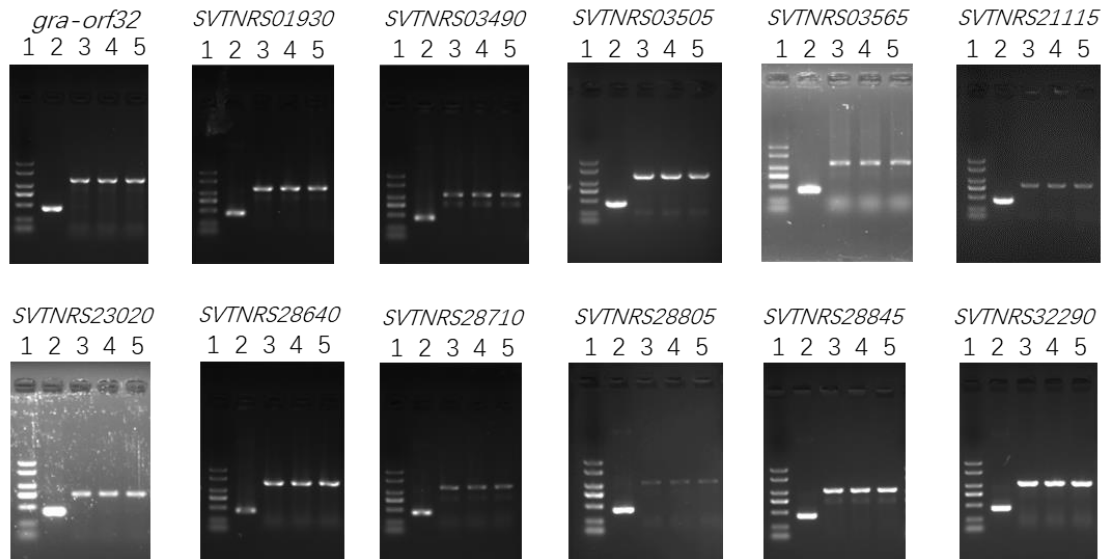

**Supplementary Figure 11.** The predicted biosynthetic gene clusters of secondary metabolites in the genome of *Streptomyces vietnamensis* GIMV4.0001 by antiSMASH (Blin et al., 2021). Three out of 30 clusters contain type II polyketide synthases. Region 1.11 is the granaticin cluster. The most similar known clusters of regions 1.18 and 1.26 are the clusters of kinamycin and spore pigment with 51% and 83% of genes showing significant similarity, respectively.

| Identified secondary metabolite regions using strictness 'relaxed' |                               |           |           |                                                               |                                                         |            |
|--------------------------------------------------------------------|-------------------------------|-----------|-----------|---------------------------------------------------------------|---------------------------------------------------------|------------|
| IZ_CP010407.1 (Streptomyces vietnamensis)                          |                               |           |           |                                                               |                                                         |            |
| Region                                                             | Type                          | From      | To        | Most similar known cluster                                    |                                                         | Similarity |
| Region 1.1                                                         | amglyccycl, butyrolactone     | 234,459   | 256,248   | pyralomicin 1a                                                | NRP + Polyketide Modular type I                         | 18%        |
| Region 1.2                                                         | lanthipeptide                 | 348,234   | 370,623   | venezuelin                                                    | RiPP Lanthipeptide                                      | 100%       |
| Region 1.3                                                         | terpene, NRPS                 | 398,540   | 466,549   | glycinocin A                                                  | NRP                                                     | 6%         |
| Region 1.4                                                         | ectoine                       | 566,113   | 576,529   | ectoine                                                       | Other                                                   | 100%       |
| Region 1.5                                                         | terpene                       | 642,717   | 663,150   | geosmin                                                       | Terpene                                                 | 100%       |
| Region 1.6                                                         | butyrolactone                 | 690,816   | 699,643   | coelimycin P1                                                 | Polyketide Modular type I                               | 8%         |
| Region 1.7                                                         | T1PKS, NRPS, butyrolactone    | 740,228   | 867,785   | salinomycin                                                   | Polyketide Modular type I                               | 28%        |
| Region 1.8                                                         | CDPS                          | 2,424,610 | 2,445,359 | malacidin A / malacidin B                                     | NRP-Ca <sup>2+</sup> -dependent lipopeptide             | 5%         |
| Region 1.9                                                         | siderophore                   | 3,013,127 | 3,025,118 | desferrioxamin B                                              | Other                                                   | 100%       |
| Region 1.10                                                        | siderophore                   | 3,104,765 | 3,115,511 | granaticin                                                    | Polyketide-Type II                                      | 97%        |
| Region 1.11                                                        | T2PKS                         | 4,175,584 | 4,247,409 | lankamycin                                                    | Polyketide                                              | 16%        |
| Region 1.12                                                        | NRPS-like                     | 4,695,216 | 4,736,350 | scleric acid                                                  | NRP                                                     | 23%        |
| Region 1.13                                                        | butyrolactone                 | 4,821,281 | 4,830,636 | istamycin                                                     | Saccharide                                              | 8%         |
| Region 1.14                                                        | melanin                       | 5,341,238 | 5,351,639 | stambomycin A / stambomycin B / stambomycin C / stambomycin D | Polyketide Modular type I + Saccharide Hybrid/tailoring | 16%        |
| Region 1.15                                                        | other                         | 5,791,545 | 5,832,648 | BD-12                                                         | NRP                                                     | 17%        |
| Region 1.16                                                        | LAP, thiopeptide              | 5,840,626 | 5,873,649 |                                                               |                                                         |            |
| Region 1.17                                                        | siderophore                   | 6,226,796 | 6,241,184 |                                                               |                                                         |            |
| Region 1.18                                                        | T2PKS, NRPS, T1PKS            | 6,327,233 | 6,440,759 | kinamycin                                                     | Polyketide                                              | 51%        |
| Region 1.19                                                        | bacteriocin                   | 6,510,573 | 6,520,614 |                                                               |                                                         |            |
| Region 1.20                                                        | butyrolactone                 | 6,646,523 | 6,657,473 | griseoviridin / fjimycin A                                    | NRP Cyclic depsipeptide + Polyketide-Trans-AT type I    | 11%        |
| Region 1.21                                                        | terpene                       | 7,009,848 | 7,035,696 | hopene                                                        | Terpene                                                 | 69%        |
| Region 1.22                                                        | bacteriocin                   | 7,087,107 | 7,097,922 |                                                               |                                                         |            |
| Region 1.23                                                        | NRPS                          | 7,140,545 | 7,222,637 | enduracidin                                                   | NRP                                                     | 25%        |
| Region 1.24                                                        | terpene                       | 7,298,703 | 7,318,026 | ebelactone                                                    | Polyketide                                              | 5%         |
| Region 1.25                                                        | lanthipeptide                 | 7,780,076 | 7,799,740 |                                                               |                                                         |            |
| Region 1.26                                                        | T2PKS, lanthipeptide, terpene | 7,923,859 | 7,996,374 | spore pigment                                                 | Polyketide                                              | 83%        |
| Region 1.27                                                        | NRPS-like                     | 8,288,248 | 8,329,035 |                                                               |                                                         |            |
| Region 1.28                                                        | T1PKS, NRPS                   | 8,367,712 | 8,417,038 | heat-stable antifungal factor                                 | NRP + Polyketide                                        | 75%        |
| Region 1.29                                                        | lanthipeptide                 | 8,457,714 | 8,484,769 | AS4145                                                        | NRP                                                     | 5%         |
| Region 1.30                                                        | terpene                       | 8,768,489 | 8,789,237 | fortimicin                                                    | Saccharide                                              | 4%         |

[https://antismash-db.secondarymetabolites.org/output/GCF\\_000830005.1/index.html#](https://antismash-db.secondarymetabolites.org/output/GCF_000830005.1/index.html#)

Region 1.18

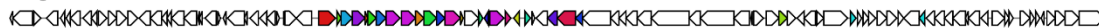

BGC0000236: kinamycin

51% of genes show similarity

Region 1.26

BGC0000271: spore pigment

83% of genes show similarity

**Supplementary Figure 12.** Construction of the double in-frame deletion mutant strain  $\Delta gra-orf32\Delta kina-like-pks$  and confirmation of its genotype by PCR analysis. **(A)** Schematic representation for the deletion of the minimal PKS genes in the  $gra-orf32$  deletion background strain of *Streptomyces vietnamensis* ( $\Delta gra-orf32$ ) by homologous recombination. Three sets of primers were used to verify the expected in-frame deletion. The fragments amplified with V-kinapks-OF1/V-kinapks-IR3, V-kinapks-IF2/V-kinapks-IR3, V-kinapks-IF2/V-kinapks-OR4 from the  $gra-orf32$  deletion strain ( $\Delta gra-orf32$ ) are 4879, 3077 and 4803 bp, respectively. Those from the double deletion mutant strain ( $\Delta gra-orf32\Delta kina-like-pks$ ) are 2079, 277 and 2003 bp, respectively. Primers V-kinapks-OF1 and V-kinapks-OR4 stand outside of the homologous arms. **(B)** PCR verification of the double deletion mutant strain ( $\Delta gra-orf32\Delta kina-like-pks$ ). m, the double deletion mutant; p, the parent strain  $\Delta gra-orf32$ . Lane 1 and 14, DNA marker DL5000; lane 2, 3, 4 and 5, products amplified with V-kinapks-OF1/V-kinapks-IR3; lane 6, 7, 8 and 9, products amplified with V-kinapks-IF2/V-kinapks-IR3; lane 10, 11, 12 and 13, products amplified with V-kinapks-IF2/V-kinapks-OR4.

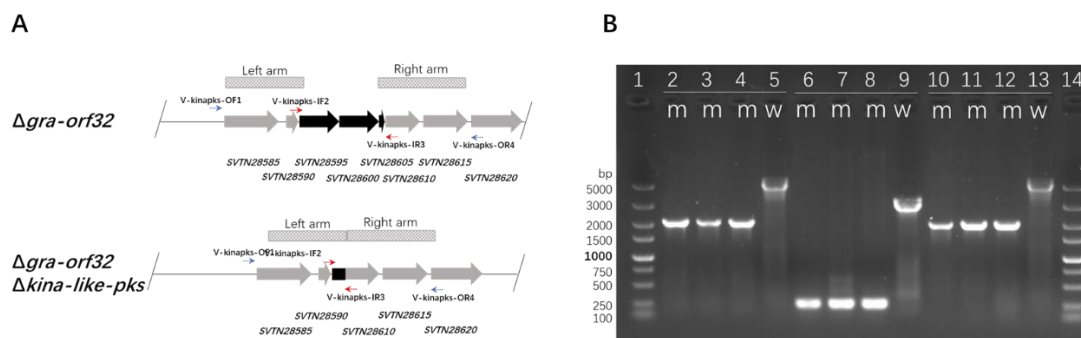

**Supplementary Figure 13.** Construction of the double in-frame deletion mutant strain  $\Delta gra-orf32\Delta pig-pks$  and confirmation of its genotype by PCR analysis. (A) Schematic representation for the deletion of the minimal PKS genes of the spore pigment cluster in the  $gra-orf32$  deletion background strain of *Streptomyces vietnamensis* ( $\Delta gra-orf32$ ). Three sets of primers were used to verify the expected in-frame deletion. The fragments amplified with V-pigpks-OF1/V-pigpks-IR3, V-pigpks-IF2/V-pigpks-IR3, V-pigpks-IF2/V-pigpks-OR4 from the  $gra-orf32$  single deletion strain ( $\Delta gra-orf32$ ) are 4728, 2928 and 4719 bp, respectively. Those from the double deletion mutant strain ( $\Delta gra-orf32\Delta kina-like-pks$ ) are 1969, 166 and 1960 bp, respectively. Primers V-pigpks-OF1 and V-pigpks-OR4 stand outside of the homologous arms. (B) PCR verification of the double deletion mutant strain ( $\Delta gra-orf32\Delta pig-pks$ ). m, the double deletion mutant; p, the parent strain  $\Delta gra-orf32$ . Lane 1 and 14, DNA marker DL5000; lane 2, 3, 4 and 5, products amplified with V-pigpks-OF1/V-pigpks-IR3; lane 6, 7, 8 and 9, products amplified with V-pigpks-IF2/V-pigpks-IR3; lane 10, 11, 12 and 13, products amplified with V-pigpks-IF2/V-pigpks-OR4.

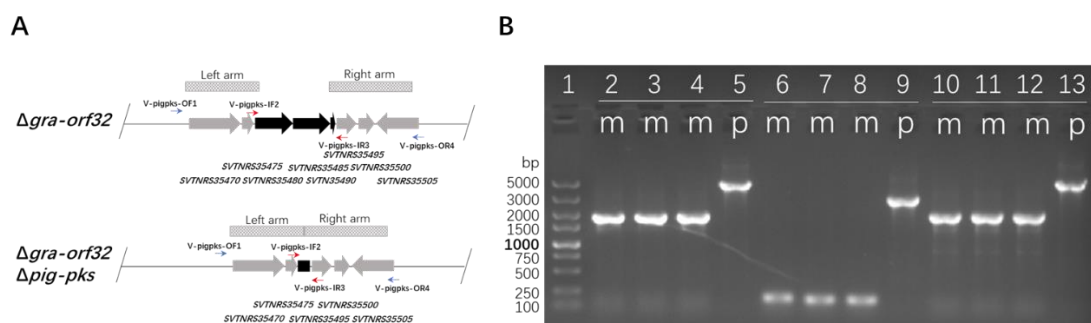

**Supplementary Figure 14.** Construction of the triple in-frame deletion mutant strain  $\Delta gra-orf32\Delta kina-like-pks\Delta pig-pks$  and confirmation of its genotype by PCR analysis. (A) Schematic representation for the deletion of the minimal PKS genes of the spore pigment cluster in the  $\Delta gra-orf32\Delta kina-like-pks$  double deletion mutant strain. Three sets of primers were used to verify the expected in-frame deletion. The fragments amplified with V-pigpks-OF1/V-pigpks-IR3, V-pigpks-IF2/V-pigpks-IR3, V-pigpks-IF2/V-pigpks-OR4 from the  $\Delta gra-orf32\Delta kina-like-pks$  mutant are 4728, 2928 and 4719 bp, respectively. Those from the triple deletion mutant strain ( $\Delta gra-orf32\Delta kina-like-pks\Delta pig-pks$ ) are 1969, 166 and 1960 bp, respectively. Primers V-pigpks-OF1 and V-pigpks-OR4 stand outside of the homologous arms. (B) PCR verification of the triple deletion mutant strain ( $\Delta gra-orf32\Delta kina-like-pks\Delta pig-pks$ ). m, the double deletion mutant; p, the parent strain  $\Delta gra-orf32\Delta kina-like-pks$ . Lane 1 and 14, DNA marker DL5000; lane 2, 3, 4 and 5, products amplified with V-pigpks-OF1/V-pigpks-IR3; lane 6, 7, 8 and 9, products amplified with V-pigpks-IF2/V-pigpks-IR3; lane 10, 11, 12 and 13, products amplified with V-pigpks-IF2/V-pigpks-OR4.

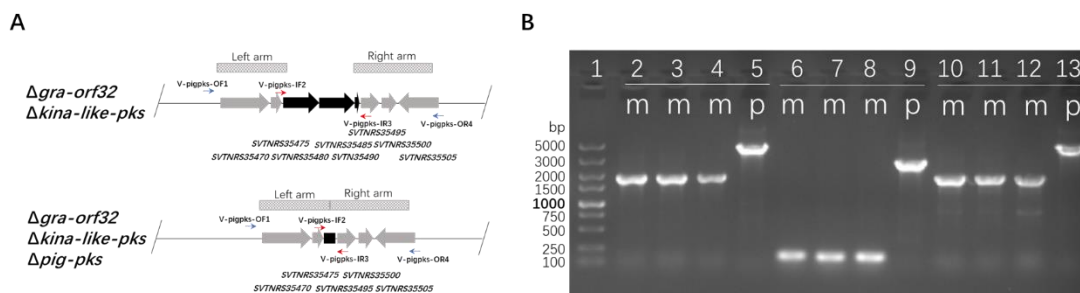

**Supplementary Figure 15.** PCR verification of introduction of other exogenous PPTase genes into the mutant strain  $\Delta gra-orf32$ . Lane 1, DNA marker DL2000; Lane 2, strain with of the blank plasmid pSETAT-KasOp\* as a control; Lanes 3 to 5, three separate clones with the desired PPTase genes under the strong promoter KasOp\* as indicated on top of each electrophoregram. Vpsetat-F/Vpsetat-F were used as the primer pair.

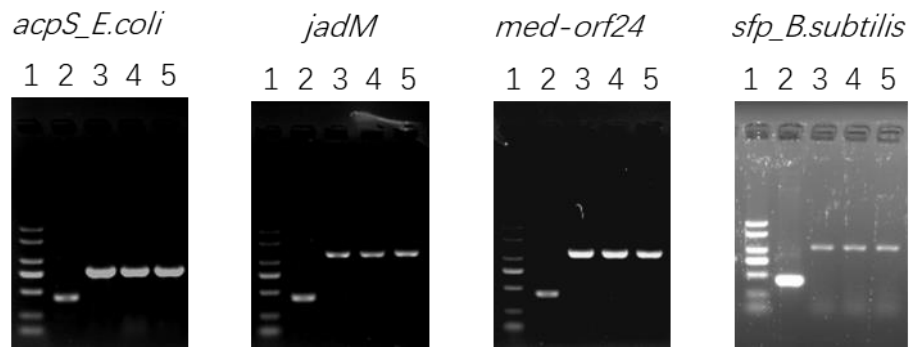

**Supplementary Figure 16.** Sequence alignment showing the Arg- and Pro-rich N terminuses of the in-cluster Sfp-type PPTases of type II PKSs. Arginine and proline are colored in sky blue. The Arg- and Pro-rich N terminuses are highlighted in red square box.

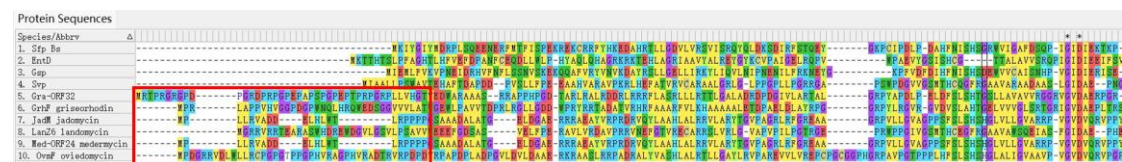

## Supplementary Material References

- Bierman, M., Logan, R., O'Brien, K., Seno, E.T., Nagaraja Rao, R., and Schoner, B.E. (1992). Plasmid cloning vectors for the conjugal transfer of DNA from *Escherichia coli* to *Streptomyces* spp. *Gene* 116(1), 43-49. doi: 10.1016/0378-1119(92)90627-2.
- Blin, K., Shaw, S., Kloosterman, A.M., Charlop-Powers, Z., van Wezel, G.P., Medema, Marnix H., et al. (2021). antiSMASH 6.0: improving cluster detection and comparison capabilities. *Nucleic Acids Research* 49(W1), W29-W35. doi: 10.1093/nar/gkab335.
- MacNeil, D.J., Gewain, K.M., Ruby, C.L., Dezeny, G., Gibbons, P.H., and MacNeil, T. (1992). Analysis of *Streptomyces avermitilis* genes required for avermectin biosynthesis utilizing a novel integration vector. *Gene* 111(1), 61-68. doi: 10.1016/0378-1119(92)90603-M
- Pan, G., Xu, Z., Guo, Z., Hindra, Ma, M., Yang, D., et al. (2017). Discovery of the leinamycin family of natural products by mining actinobacterial genomes. *Proceedings of the National Academy of Sciences* 114(52), E11131-E11140. doi: 10.1073/pnas.1716245115.
- Sun, Y., Hong, H., Samborskyy, M., Mironenko, T., Leadlay, P.F., and Haydock, S.F. (2006). Organization of the biosynthetic gene cluster in *Streptomyces* sp. DSM 4137 for the novel neuroprotectant polyketide meridamycin. *Microbiology* 152(12), 3507-3515. doi: <https://doi.org/10.1099/mic.0.29176-0>.
- Takiff, H.E., Baker, T., Copeland, T., Chen, S., and Court, D. (1992). Locating essential *Escherichia coli* genes by using mini-Tn10 transposons: the *pdxJ* operon. *Journal of bacteriology* 174(5), 1544-1553. doi: <https://doi.org/10.1128/jb.174.5.1544-1553.1992>.
- Tamura, K., Stecher, G., and Kumar, S. (2021). MEGA11: molecular evolutionary genetics analysis version 11. *Molecular Biology and Evolution* 38(7), 3022-3027. doi: 10.1093/molbev/msab120.
- Zallot, R., Oberg, N., and Gerlt, J.A. (2019). The EFI web resource for genomic enzymology tools: leveraging protein, genome, and metagenome databases to discover novel enzymes and metabolic pathways. *Biochemistry* 58(41), 4169-4182. doi: 10.1021/acs.biochem.9b00735.
- Zhu, H.-h., Guo, J., Yao, Q., Yang, S.-z., Deng, M.-r., Phuong, L.T.B., et al. (2007). *Streptomyces vietnamensis* sp. nov., a streptomycete with violet blue diffusible pigment isolated from soil in Vietnam. *International Journal of Systematic and Evolutionary Microbiology* 57(8), 1770-1774. doi: 10.1099/ij.s.0.64774-0.

How the deposited data were processed for this re-analysis (not part of the article)

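Transcript levels were measured in the Δgra-orf32 mutant of S. vietnamensis after 24 h on ISP2 or YEME plates, with 3 libraries per medium, each made from cells of 3 plates. Both groups are the same mutant, so the comparison is between media, and no wild-type library was used here. The authors removed rRNA with probes, prepared strand-specific libraries, sequenced them on an Illumina Novaseq platform, counted reads per gene with HTSeq and computed FPKM from the count and the gene length. The authors deposited FPKM for each library in its own table of 8309 genes, with replicates not pooled. The aligner, its settings and the genome build are not given in the sources used here.

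From here on, everything was computed from those FPKM values. The design foresaw a count test if the tables held counts and, if they held FPKM, limma on a log scale; the tables held FPKM, so the latter was used. Locus tags were looked up in the RefSeq annotation of the strain for gene type, symbol, length and place; 8178 of the 8309 locus tags were found and 131 were not, and 842 genes had a symbol other than the locus tag. The tags gave no product names, so sets of genes by product were not run. The coordinates printed for PPTase genes and for biosynthetic regions are those of Supplementary Table S3 and Supplementary Figure S11; for 8 of the 11 PPTase genes with values the annotation gives the same start and end as Table S3, and for the other 3, SVTN_RS01930, SVTN_RS28640 and SVTN_RS28845, it differs. A gene was placed in a region when it lay wholly inside it by the annotation.

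Multiplying FPKM by the annotated length gave multiples of 1 step per library, which is what 1 read is worth. Between 4705 and 5024 values per library, those under 100 reads, were judged, and 94.9% to 95.4% of them fell within 0.02 of a whole number. The step gives the number of reads the authors divided by, which lay between 3399579 and 3948758 on ISP2 plates and between 3949914 and 4528464 on YEME plates. At these depths a gene of 1 kilobase with 1 read has an FPKM of 0.221 to 0.294, and a value of 0 allows up to 3 reads, counting error only. Reads per gene were used for the depth, for the minimum of 50 mean reads for named genes, and for limma-voom, which used genes with at least 10 reads in total. Replicates of a medium differed far beyond sampling noise (chi-square per degree of freedom between 16.1 and 38.8 over the 6 pairs), so no library was a copy of another.

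The media were compared in R 4.3.3 with limma 3.58.1, by a linear model on log2(FPKM + 1) with empirical Bayes and a variance trend, over 7958 genes with a mean FPKM of at least 1, with no covariate and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 with a log2 fold change beyond 1 in size. Regions with at least 5 tested genes were tested with limma's camera (two-sided, preset correlation 0.01, adjusted over the 30 regions), and the shares of upregulated genes in the granaticin and kinamycin-like regions with Fisher's exact test (one-sided). With 3 libraries against 3, an exact permutation test of a single value cannot give a p under 0.1. Tables were prepared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

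The steps were tested on simulated data. In a simulated comparison of ISP2 against YEME with 200 genes changed 4-fold, drawn from the means and depths of the 6 libraries, limma on FPKM called 199 (99.5%) of the changed genes and 12 of 7534 unchanged genes, and limma-voom called 200 and 8 of 7569. A region shifted by 1 on the log2 scale passed camera, fry and camera with estimated correlation, with no other region passing. The simulated genes varied independently, so the set tests were not tried on genes that move together. The number of reads behind 8178 simulated FPKM values in each of 6 libraries was recovered with an error of 0%.

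The design, the rule for the genes named in the text and the alternatives, apart from those marked as added, were fixed before the data were examined. The rule takes the PPTase genes of Supplementary Table S3, the genes of Figure 3C with locus tags, the minimal PKS genes deleted in the kinamycin-like and spore pigment clusters, granaticin genes of Figure 3C that a source pairs with a locus tag (none besides gra-orf32) or, failing that, core genes of region 1.11 by product (no product names were used), and the 5 largest rises and 5 largest falls among called genes with a mean of at least 50 reads whose ISP2 libraries all lie on 1 side of the YEME libraries. Stretches of neighbouring called genes, and genes named with them, were chosen after their values were seen. Alternatives tried were pseudocounts of 0.1 and 10, no filter on low values, limma-voom on reads, protein-coding genes only with rescaling to their reads, each library left out in turn, a replicate block, a test against a log2 fold change of 1, an adjusted p with no fold change threshold, camera with estimated correlation, fry, sets limited to genes with a mean of at least 50 reads, and ranks of PPTase genes without length. Median-of-ratios scaling of FPKM, a removal of the trend with gene length (loess with a span of 0.5) and a set of ribosomal protein genes by symbol were added after the data had been seen. The gene SVTN_RS18755 (gra-orf32), the product names of genes and KEGG pathways were not used here.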

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

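All tests of explanations in this part were chosen after the result was seen; the regions were fixed before, and the stretches were not. The paper discusses the granaticin, kinamycin-like and spore pigment regions, and the items below lie outside them. With 3 libraries against 3 there are only 10 splits of the libraries, so a count of splits alone cannot exclude chance. Camera with a preset correlation called 7 regions between the media and as many or more in 2 of the 10 splits, the real one included, so this count does not exclude chance for the number of regions called. None of the 7 passed camera with the correlation estimated for each set (adjusted p of at least 0.595).

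Region 1.27 (NRPS-like, 8288248 to 8329035) had the smallest camera adjusted p of all regions (4.2e-08), with a mean log2 fold change of 1.77 over 30 genes, 14 of them upregulated on ISP2 plates and none downregulated. The upregulated genes belong to 20 neighbouring genes, SVTN_RS36950 to SVTN_RS37045, that were all upregulated (mean 3.48) and run past the end of the region. Against the scaling of the libraries as the whole cause, all 14 genes stayed called when FPKM were rescaled to protein-coding reads, which lowers ISP2 values. Against gene length as the whole cause, the trend of the fold change with length was weak (Spearman's rho 0.033 across genes, which are not independent) and moved no gene by more than 0.22, and the mean without it was 1.75. Without any 1 library the mean lay between 1.60 and 1.99, and in the other 9 splits it was at most 0.97 in size. A biological cause of this difference between the media remains a hypothesis.

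Region 1.1 (amglyccycl and butyrolactone, 234459 to 256248) had a mean of 1.00 over 18 genes (camera adjusted p = 5.0e-05), with 10 upregulated. Of these, 7 stayed called after rescaling to protein-coding reads, and the mean was 0.99 without the trend with length, which is too small to give the shift of this region. Without any 1 library the mean stayed between 0.81 and 1.18, and the other splits reached 0.70. Its fry adjusted p, 0.0499, lies at the threshold.

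Region 1.22 (bacteriocin, 7087107 to 7097922) had a mean of −1.18 over 8 genes (camera adjusted p = 0.0070). The 6 downregulated genes are neighbours, SVTN_RS31905 to SVTN_RS31930, and the gene at the other end of the region, SVTN_RS31940, was upregulated (log2 fold change 1.05, limma adjusted p = 0.039). All 6 stayed called under median-of-ratios scaling, which moves ISP2 values up, though by little (median of all genes −0.01), and the mean without the same small trend with length was −1.21. The other splits reached 0.78 in size.

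Regions 1.23 (NRPS, 7140545 to 7222637) and 1.24 (terpene, 7298703 to 7318026) had means of 0.36 and 0.48 with camera adjusted p just under 0.05 (0.045 and 0.040). Neither passed fry, where the smaller of the 2 adjusted p was 0.131, and genes of a region that move together more than camera assumes may explain the calls; this cannot be told apart from a small shift, since fry asks another question than camera. Region 1.23 lost its call without ISP2 replicate 1, ISP2 replicate 3, YEME replicate 2 or YEME replicate 3 (largest adjusted p 0.18), and region 1.24 without ISP2 replicate 1, ISP2 replicate 2, YEME replicate 1 or YEME replicate 2 (largest 0.13). Region 1.23 kept its call in 5 of 15 alternatives and region 1.24 in 9 of 16, not counting the removal of the trend with gene length, after which the camera adjusted p were 0.054 and 0.047. Another split gave region 1.23 a larger shift (0.42), and another gave region 1.24 one of the same size (0.48).

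Outside the 30 regions, 2 stretches of at least 10 neighbouring genes were upregulated as a whole on ISP2 plates: SVTN_RS35995 to SVTN_RS36095, with 21 genes and a mean log2 fold change of 2.26, and SVTN_RS34205 to SVTN_RS34265, with 13 genes and a mean of 2.10. The ISP2 libraries lay above the YEME libraries for every one of these 34 genes. When FPKM were rescaled to protein-coding reads, 33 of the 34 stayed called, against the scaling as the whole cause. The sources used here give no product names for them, and a biological cause of this difference between the media remains a hypothesis.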

How the results depend on the processing

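Left out were TMM against median-of-ratios factors or library size only in a count model, filterByExpr and DESeq2; of the methods for counts, only limma-voom was run on the recovered reads. Sets by product were not run, for lack of product names. The replicate block and the test against a fold change were fitted in limma instead of a count model.

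The direction of the 23 named genes past the threshold and of the granaticin and kinamycin-like regions held under all alternatives run for them. The sign changed under at least 1 alternative for 5 PPTase genes that were not called, SVTN_RS01930, SVTN_RS03490, SVTN_RS28710, SVTN_RS28805 and SVTN_RS32290. Genes called by the test on FPKM were never called in the opposite direction. The number of upregulated genes (709) was 129 and that of downregulated genes (727) was 59 when each gene was tested against a log2 fold change of 1, a stricter test by construction. With a pseudocount of 10 the numbers were 497 and 481, since it shrinks the fold changes of low genes. Without any 1 library, they ranged from 438 to 861 and from 411 to 862, with fewer samples in 1 group. Against the counts from all libraries, upregulated genes fell by more than 1.5 times without ISP2 replicate 2 (463) and YEME replicate 2 (438), and downregulated genes without YEME replicate 1 (411) and YEME replicate 2 (458). Scaling to protein-coding reads gave 526 and 1070 and limma-voom 564 and 1071, against the balanced numbers above. Median-of-ratios scaling, chosen after seeing the data, gave 770 and 683.

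The replicate numbers are shared between the media, but the libraries of a number did not deviate together (correlations of their deviations 0.033, −0.165 and 0.074 for replicates 1, 2 and 3), so the numbers do not pair the libraries. With the replicate block, 651 genes were upregulated and 698 downregulated.

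Regions 1.11 and 1.18 kept their direction and passed camera under every alternative except the estimated correlation. There their means of 0.96 and 1.19 are unchanged by construction and the adjusted p was 0.595 for both. The estimated correlations are not given here, so the cause of this loss cannot be told. A simulated region shifted by 1 on the log2 scale did pass this test. The simulated genes varied independently of each other, so that pass says nothing about regions whose genes move together. Leaving out single libraries gave means between 0.82 and 1.04 and between 1.07 and 1.28. The lowest and highest means over all alternatives were 0.73 and 1.12 for region 1.11 and 0.91 and 2.40 for region 1.18, the last with genes under a mean of 50 reads removed. The share of upregulated genes stayed between 29.6% and 42.3% for region 1.11 and between 21.0% and 39.0% for region 1.18, with the lowest when genes were tested against a log2 fold change of 1. Leaving out single libraries kept it between 40.8% and 42.3% and between 33.0% and 37.1%. Region 1.22 has no value under the minimum of 50 mean reads, since fewer than 5 of its genes remain.

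Of 31 named genes, 23 had an adjusted p under 0.05, and 19 of these kept it under every alternative compared for single genes. The stricter test against a log2 fold change of 1 was not among the alternatives compared for single genes. SVTN_RS23020, at −0.94, lies below that limit in size, and the outcome for the other named genes is not given here. Among the alternatives compared, the other 4 lost it only when a library was left out. They were SVTN_RS23020 (adjusted p up to 0.089) and spore pigment genes SVTN_RS35480 (up to 0.13), SVTN_RS35485 (up to 0.11) and SVTN_RS35490 (up to 0.066). None of the other 8 passed the threshold under any alternative run. Ranked by reads without the gene length, SVTN_RS23020 was 3 among the PPTase genes on ISP2 plates instead of 2, because it is short, and stayed at 1 on YEME plates.

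Of the 11 PPTase genes with values, 8 held 0 to 41 reads per library, so the lack of a call does not exclude small changes in them. Whether depth or the spread of the replicates limits detection was not tested.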

Differences from the paper's values

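The paper's counts of genes upregulated and downregulated on ISP2 plates are 872 and 762. The limma test on FPKM gave 709 and 727, each within a factor of 1.5 of the paper's. The upregulated count lay outside that factor with limma-voom (564), after rescaling to protein-coding reads (526), with a pseudocount of 10 (497) and without some single libraries. With limma-voom and with that rescaling, 1071 and 1070 genes were downregulated, so the paper's small excess of upregulated genes was reversed. Median-of-ratios scaling, chosen after seeing the data, gave 770 upregulated and 683 downregulated genes, an excess in the paper's direction. The direction of the balance thus depended on the scaling. The number of upregulated genes was closest to the paper's without YEME replicate 3 (861), and that of downregulated genes was closest to it in the limma test on FPKM itself.

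The paper states that SVTN_RS23020 ranks at the top of the PPTase genes in this mutant. Here it ranked 1 in 3 of the 6 libraries, the 3 YEME libraries, and 2 in the 3 ISP2 libraries, where SVTN_RS03505 ranked 1; in Figure 3D, too, SVTN_RS03505 has the stronger color on ISP2 plates. The paper describes SVTN_RS23020 as downregulated on ISP2 plates. Its log2 fold change of −0.94 points the same way and passes the adjusted p but not the fold change threshold of Figure 3A. Scaling to protein-coding reads, limma-voom, leaving out ISP2 replicate 2, and the adjusted p alone, as in the paper's methods, call it downregulated. Leaving out any other single library raised its adjusted p above 0.05 (0.057 to 0.089), so it is not called there even by the adjusted p alone.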

Other observations

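All tests of explanations in this part were chosen after the result was seen.

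The real split of the 6 libraries gave 1436 called genes and each of the other 9 splits gave 0, so 1 of 10 splits gave as many. With 3 libraries against 3 this share cannot fall below 0.1, so chance cannot be excluded by this count alone.

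The 2 PPTase genes upregulated on ISP2 plates each sit among upregulated neighbours. SVTN_RS03505 is the first of 8 upregulated genes in a row, up to SVTN_RS44130 (mean log2 fold change 2.28, largest limma adjusted p 0.010), while region 1.7 around them did not move as a whole (mean −0.16, 10 genes upregulated and 10 downregulated of 86). A candidate explanation is that SVTN_RS03505 rises with these neighbours as 1 unit. The count of 8 cannot establish it, since the row was noticed first and strands were not used here.

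The paper explains the lower level of SVTN_RS23020 on ISP2 plates by a lower need for fatty acids. The 4 genes with a fab symbol outside the regions, chosen after their values were seen, had a median log2 fold change of 0.30, with no gene called (from 0.03 to 0.67). After rescaling to protein-coding reads, 2 of them, fabI (SVTN_RS08725) and its neighbour fabG (SVTN_RS08730), were below 0 (−0.22 and −0.18) and the other 2 above. That rescaling also lowered the median of all tested genes to −0.30. So few genes without a call cannot tell whether fatty acid synthesis differed.

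Figure 3B lists Ribosome among the enriched pathways. The 57 genes with a symbol of a ribosomal protein, a set chosen after the data were seen, had a mean log2 fold change of 0.42 and a median of 0.76, with 13 upregulated and 4 downregulated (camera p = 4.3e-09, fry p = 0.067, camera with estimated correlation p = 0.28). The mean was 0.18 without ISP2 replicate 1, 0.16 after rescaling to protein-coding reads and 0.18 with limma-voom. The rescaling and limma-voom also lowered the median of all tested genes, to −0.30 and −0.29. The 52 of them outside the stretch SVTN_RS32035 to SVTN_RS32070 had a mean of 0.75, with 13 upregulated and 1 downregulated, and the other 5 lie in that stretch. The stretch, delimited after its values were seen, holds 8 genes with a mean of −3.06, of which 4 were downregulated, namely SVTN_RS32035, rpmF (SVTN_RS32040), rpsN (SVTN_RS32045) and rpmB (SVTN_RS32050). The last was at 11.8, 16.1 and 12.3 FPKM on ISP2 plates and 1338, 162 and 28.8 on YEME plates. In the same stretch, rpmG (SVTN_RS32055, −2.20, limma adjusted p = 0.093) and rpsR (SVTN_RS32070, −2.21, limma adjusted p = 0.40) were not called. For 4 symbols of the stretch, rpmB, rpmF, rpmG and rpsR, at least 1 copy elsewhere had a positive log2 fold change (0.28 for rpmB SVTN_RS27030, 0.66 for rpmF SVTN_RS27065, 0.50 for rpmG SVTN_RS22575 and 0.58 for rpsR SVTN_RS19110), also after rescaling to protein-coding reads, though none was called. For these 4 symbols, reads shared between the copies stay open as an explanation, since reads given to 1 copy instead of the other would move the copies apart. The downregulated genes rpsN and SVTN_RS32035 are not among these symbols, so shared reads were not examined for them. YEME replicate 1 had by far the highest values, but without it the mean of the stretch was still −1.81 and all 8 genes were below 0, with 2 downregulated; without ISP2 replicate 1 or ISP2 replicate 3 there were also 2, without ISP2 replicate 2 or YEME replicate 2 only 1 was called, and without YEME replicate 3 all 8 were. The size of the fall thus rests on a variable group of YEME libraries. Another rpmG copy elsewhere, SVTN_RS17035, was downregulated (−2.60, limma adjusted p = 0.012). That the genes of this stretch may respond to the medium as a group remains a hypothesis.

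The share of reads of the FPKM denominator that fell on none of the listed genes with a length was 8.90%, 4.75% and 16.2% in ISP2 replicates 1, 2 and 3 and 24.8%, 26.3% and 19.5% in YEME replicates 1, 2 and 3, a difference of 13.6 percentage points (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows). It bears on the balance of upregulated and downregulated genes, which shifts when the libraries are rescaled. Listed genes without a length do not explain it: their summed FPKM reached 4439 in an ISP2 library and at most 3697 in a YEME library. The rRNA genes of the tables held at most 0.00224% of the denominator, but rRNA reads that map to several places may not have been counted on them, so rRNA cannot be told apart from other unlisted sequence such as antisense or intergenic transcripts.

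The 274 tested genes of the plasmid pSVL1 had a median log2 fold change of −0.35, and those of the chromosome one of −0.05 (camera p = 0.0016, fry p = 0.019, camera with estimated correlation p = 0.16), with 9 upregulated and 29 downregulated. In siderophore region 1.10, 5 neighbouring genes, SVTN_RS13760 to SVTN_RS13780, were downregulated and 2 others, SVTN_RS13795 and glmS (SVTN_RS13800), were upregulated. The region did not pass as a set (mean −1.09, median −1.89, camera adjusted p = 0.29), and these genes were named after their values were seen.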
